# Age-Specific Gene Expression Profiles of Rhesus Monkey Ovaries Detected by Microarray Analysis

**DOI:** 10.1155/2015/625192

**Published:** 2015-09-02

**Authors:** Hengxi Wei, Xiangjie Liu, Jihong Yuan, Li Li, Dongdong Zhang, Xinzheng Guo, Lin Liu, Shouquan Zhang

## Abstract

The biological function of human ovaries declines with age. To identify the potential molecular changes in ovarian aging, we performed genome-wide gene expression analysis by microarray of ovaries from young, middle-aged, and old rhesus monkeys. Microarray data was validated by quantitative real-time PCR. Results showed that a total of 503 (60 upregulated, 443 downregulated) and 84 (downregulated) genes were differentially expressed in old ovaries compared to young and middle-aged groups, respectively. No difference in gene expression was found between middle-aged and young groups. Differentially expressed genes were mainly enriched in cell and organelle, cellular and physiological process, binding, and catalytic activity. These genes were primarily associated with KEGG pathways of cell cycle, DNA replication and repair, oocyte meiosis and maturation, MAPK, TGF-beta, and p53 signaling pathway. Genes upregulated were involved in aging, defense response, oxidation reduction, and negative regulation of cellular process; genes downregulated have functions in reproduction, cell cycle, DNA and RNA process, macromolecular complex assembly, and positive regulation of macromolecule metabolic process. These findings show that monkey ovary undergoes substantial change in global transcription with age. Gene expression profiles are useful in understanding the mechanisms underlying ovarian aging and age-associated infertility in primates.

## 1. Introduction

In the past few decades, ovarian aging has been considered one of the most detrimental factors contributing to pregnancy failure, and the age-related decline in female fecundity has distinct implications in view of the current trend of postponing childbearing [1, 2]. Premature ovarian failure (POF), also known as premature menopause, affects 1%-2% of women younger than 40 years of age and 0.1% of women younger than 30 years of age [3] and is another common cause of female infertility [4].

Rhesus monkeys (*Macaca mulatta*) are the most frequently used nonhuman primate model, because they live in close association with each other and have many similarities with humans in anatomy, physiology, and genetics [5]. Many parameters including circadian rhythm, seasonality, and hormonal effects on the brain in the rhesus macaque have been studied using species-specific gene microarrays [6]. Experimental analysis of the aging process (or senescence) has been challenging [7]. As the value of the aging model of the rhesus monkey increases with completion of the sequencing of the rhesus genome [8], it is necessary to make more efficient and extensive use of this model to understand the processes underlying aging and disease in humans [9]. Several theories of aging have been proposed, including free radical [10], glycation [11], and caloric restriction [12, 13] theories. Mechanisms of aging that involve mitochondria [14], DNA damage and repair [15], DNA methylation [16], telomeres [17], and cellular senescence and apoptosis [18] have also been proposed. The primary reason for the decline with age in female fertility is the gradual loss of oocytes and follicles, which were formed during embryonic development [19]. Chromosomal abnormalities, mitochondrial DNA mutations, telomere shortening, and even aging itself have been suggested to be related to the decreased oocyte quality associated with aging, and it was concluded that ovarian aging may be only a specific reflection of general aging [20]. The new hypothesis of protein glycation and that of oxidative stress and mitochondrial dysfunction, which are closely related to calcium regulation, are considered to be the main cellular and molecular mechanisms underlying aging of the ovarian follicle [21].

Previous studies identified genes that are differentially expressed in an age-dependent manner using microarray analysis of mouse oocytes, ovary, and ovarian surface epithelial cells as well as human oocytes [22–27]. In rhesus monkey, microarray analysis has been performed to identify the mechanisms involved in the brain's white matter aging and corpus luteum regression [28, 29]. However, there is still a paucity of knowledge about primate ovarian failure, because the ovary is a functional unit, and most age-related changes in gene expression are species-specific [30, 31]. In order to investigate the molecular and biological mechanisms of ovarian aging and to identify genes that may play a role in oocyte/ovarian aging or POF, we performed genome-wide microarray analysis of ovaries from young, middle-aged, and old rhesus monkeys. The genes affected by aging may serve as important targets for delaying ovarian aging or for the clinical treatment of POF.

## 2. Materials and Methods

### 2.1. Animals

All animal procedures were performed according to guidelines developed by the China Council on Animal Care, and protocols were approved by the Animal Care and Use Committee of Guangdong Province, China. The approval ID is SCXK (Guangdong) 2004-0011 and the permit number is SYXK (Guangdong) 2007-0081. The monkeys were housed in ordinary animal facilities in a temperature-controlled (25°C) and light-regulated (12 h light/12 h dark) room and fed commercial nonhuman primate diets twice daily, supplemented with fresh fruits and water ad libitum. Female rhesus monkeys were all reproductive and healthy and randomly chosen from three different aged groups according to experimental design and supplied by Guangxi Grandforest Scientific Primate Company, Ltd.

The experimental design is briefly as follows: the old group (18 to 19 years) had lost their reproductive capacity; the middle-aged group (7 to 8 years) had good reproductive capacity; and the young group (3 to 4 years) had normal estrous cycles but had never bred. The ovary collection time of young and middle-aged monkeys was approximately at the proestrus stage according to their reproductive records. A minimal number of 3 monkeys of each group were used in this study to minimize ethical concerns. All individual ovaries from the three groups were examined histologically and by microarray analysis to investigate the ovary status, the gene expression profiles, and the differentially expressed genes between groups.

### 2.2. Ovary Collection

All monkeys were housed under the same conditions, and the ovary collection was conducted in October. Monkeys were deeply anaesthetized with 4 mL of 3% sodium pentobarbital per kilogram of body weight by intravenous injection and sacrificed by femoral artery exsanguination and, simultaneously, transcardially perfused with 4 L of Krebs-Henseleit buffer (prepared under RNase-free conditions and containing 6.41 mM Na_2_HPO_4_, 1.67 mM NaH_2_CO_3_, 137 mM NaCl, 2.68 mM KCl, 5.55 mM glucose, 0.34 mM CaCl_2_, and 2.14 mM MgCl_2_, pH 7.4) at 4°C [29]. Surgery was carried out according to standard operating procedures. Some organs were collected by other institutions, and only one ovary of each monkey was allocated to our laboratory. The ovaries were cut in half vertically at their widest point, and one half was immediately frozen in liquid nitrogen and sent to CapitalBio Corporation (Beijing, China) in dry ice for microarray analysis; the other half was transported to our laboratory in dry ice for histological and qRT-PCR analysis.

### 2.3. Histological Analysis and Follicle Counting

The half-ovaries from young, middle-aged, and old monkeys were again cut in half vertically at their widest points. One part of the tissue was randomly selected and stored in liquid nitrogen for further qRT-PCR validation of microarray results. The other part was immersed in 4% paraformaldehyde for 24 h and then dehydrated in increasing concentrations of ethanol and in xylene. The tissues were embedded in paraffin, and sections of 5 *μ*m were cut and aligned on glass microscope slides. After deparaffinization in xylene, the sections were rehydrated through decreasing concentrations of ethanol in water and stained with hematoxylin and eosin Y. The tissue sections were dehydrated again, coverslips were applied with neutral gum, and sections were viewed and photographed with an Olympus BX53F microscope. To avoid counting a structure twice, one out of every 20 serial sections was analyzed for the number of follicles in different developmental stages using slightly modified standard methods [32, 33], and all the whole sections were analyzed. Primordial and primary follicles were identified by the presence of an oocyte surrounded by a single layer of flat or cuboidal cells. Secondary follicles were characterized as having more than one layer of granulosa cells with no visible antrum. Antral follicles possessed areas of follicular fluid (antrum) or a single large antral space. These follicles with normal morphology were scored as healthy follicles. And atretic follicles were characterized with shanked nuclei and degenerate oocytes and loosened layer of granulosa cells. And the relic atretic follicles were defined as atretic follicles without clear oocyte nuclei, which were not counted as atretic follicles in our statistics. A one-way ANOVA analysis was used to assess the statistical significance of follicles among different groups.

### 2.4. RNA Isolation and Microarray Analysis

RNA was isolated from each half-ovary sent to CapitalBio for microarray detection and validation of the microarray data by quantitative real-time polymerase chain reaction (qRT-PCR). Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and further purified using the Qiagen RNeasy Mini Kit (Germantown, MD, USA) according to the manufacturer's instructions. RNA quality was assessed by formaldehyde agarose gel electrophoresis, and the RNA was quantitated spectrophotometrically.

The* M. mulatta* Genome Array (Affymetrix) containing 47,000 transcripts was obtained from CapitalBio Corporation (Beijing, China). RNA derived from each of the nine monkeys was run on an individual microarray, and microarray experiments were performed as described previously [34]. After hybridization, the arrays were scanned with LuxScan 10 K-A scanner (CapitalBio) and the data from the obtained images were extracted using LuxScan 3.0 software (CapitalBio). A space and intensity-dependent normalization based on a LOWESS program was employed [35]. For each test and control sample, two hybridization processes were performed by using a reversal of the fluorescent dye strategy. Only genes with consistent differential expression (both above 1.5-fold change) in both microarray assays were selected as differentially expressed genes. The description of this microarray study follows the Minimum Information About a Microarray Experiment (MIAME) guidelines [36], and the data was submitted to Gene Expression Omnibus (GEO) with accession number of GSE44533.

### 2.5. Validation of Microarray Results by qRT-PCR

Twenty-five differentially expressed genes were randomly selected and validated with the same RNA preparations that were used to generate microarray data, and 8 out of the 25 genes were again validated with the new RNA samples from the same ovary tissues by qRT-PCR. Beta-actin was used as an internal standard. The gene-specific qRT-PCR primers were designed according to the coding sequences (Table 1). Briefly, total RNA from each of the nine monkeys was digested with DNase I (TaKaRa, Dalian, China). First-strand cDNAs were synthesized with oligo(dT) primers using a PrimeScript II 1st Strand cDNA Synthesis Kit (code D6210A, TaKaRa). Quantitative RT-PCR was performed using the SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA) and CFX96 Quantitative Real-Time PCR Detection System (Bio-Rad). Each 20 *μ*L qRT-PCR mixture included 10 *μ*L SsoFast EvaGreen Supermix, 1 *μ*L cDNA, 0.2 *μ*M primers, and 8.6 *μ*L double-distilled water. PCR was carried out under conditions of initial denaturation at 95°C for 30 sec, followed by 40 cycles of denaturation at 95°C for 5 sec, annealing at 60°C for 30 sec, and extension at 72°C for 30 sec. A melting curve was plotted from 65°C to 95°C to check the specificity of the amplified product. Each of the amplifications was carried out in duplicate, and the mean values were calculated using the ΔΔ*C*_*t*_ method. The results (fold change) were determined and expressed as 2^ΔΔ*C*_*t*_^ according to the following formula:

(1) $$\begin{array}{c} \Delta \Delta C_{t}=\left(C_{tij}-C_{t\beta \text{-actin}j}\right)-\left(C_{ti1}-C_{t\beta \text{-actin1}}\right), \end{array}$$

where *C*_*tij*_ and *C*_*tβ*-actin*j*_ are the *C*_*t*_ values for gene *i* and *β*-actin, respectively, in sample *j*. *C*_*ti*1_ and *C*_*tβ*-actin1_ are the *C*_*t*_ values in sample 1, expressed as the standard [37]. Student's *t*-test or one-way ANOVA analysis was used to assess the statistical significance of differential expression levels of each gene among the three groups of monkeys using GraphPad Prism 5.0 software.

### 2.6. GO Terms and KEGG Pathway Analysis

Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway were analyzed using the free, web-based Molecular Annotation System 3.0 (MAS 3.0, http://bioinfo.capitalbio.com/mas3/). Gene products were analyzed according to the GO ontologies molecular function, biological process, and cellular component. The *P* values less than 0.01 were considered significance. All differentially expressed genes were input, and the results obtained with the categories of GO terms and the KEGG pathways were presented in the form of a Microsoft Excel 2007 spreadsheet.

Due to the lack of comprehensive gene annotation information for* M. mulatta*, we assumed that the orthologous genes conserved between human and* M. mulatta* were functionally conserved. The relationships between human and* M. mulatta* genes were based on Ensembl release 74 (http://www.ensembl.org/) and retrieved using Bio-Mart (http://www.biomart.org/). We used human-*M. mulatta* orthologs to identify the differently expressed genes. The functional annotation of these human genes in the functional category and KEGG pathway was performed using DAVID Bioinformatics Resources [38]. Probabilities were evaluated by Bonferroni correction, and values less than 0.001 were considered significant.

## 3. Results and Discussion

### 3.1. Aged Monkey Ovaries Show Morphological Changes and Differentially Expressed Genes

Our results showed great change in ovarian morphology of different aged monkeys. In young and middle-aged monkey ovaries, follicles at various developmental stages, including many primordial and primary, several secondary, and mature follicles, were observed. The numbers of primordial and primary and secondary follicles significantly decreased with age, and the number of antral follicles increased significantly from young to middle-aged ovary, as we previously reported in [39], whereas only a few primary or atretic follicles and no antral follicles were seen in the ovaries of old monkeys (Figure 1). Herein, we found that the total follicles and the number of healthy follicles significantly decreased with aging, and the number of atretic follicles increased significantly in middle-aged groups and then decreased in the old groups when compared to young animals (Table 2). The morphology of the ovarian surface epithelium also changed with age. In young ovaries, the germinal epithelium was smooth, thick, and clearly distinguishable from the cortex. In the middle-aged ovary, the germinal epithelium was thin, and, in the old ovary, epithelial fibrosis had taken place, making the epithelium indistinguishable from the cortex (Figure 1).

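Ovarian RNA of 9 rhesus monkeys was hybridized to 9 one-colour arrays, 3 for each age group. The young monkeys were 3 to 4 years old, the middle-aged monkeys 7 to 8 years and the old monkeys 18 to 19 years. Each array gave 1 intensity per probe set on a linear scale, from 3.14 to 26458. The sample labels state biotin labelling and RMA, whereas the methods section describes LOWESS normalization with dye reversal. After 99 control probe sets were left out, 52766 probe sets were tested on the log2 scale with limma, which fitted 1 mean per age group over all 9 arrays. A probe set was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was at least 1.5. The value of a named gene is that of its probe set with the highest mean intensity. Gene lists were tested with camera at an inter-gene correlation of 0.01. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot fall below p = 0.1.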

Nine microarrays representing ovaries collected from three monkeys in each of the age groups were analyzed. 

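Of the 52766 probe sets tested, 24956 carried 1 gene symbol in the array annotation, 361 carried several and 27449 carried none. The symbols named 14132 distinct genes, and 6375 of these had more than 1 probe set. Probe sets of 1 gene did not always move alike: the 3 probe sets of BCL2L10, an oocyte-rich member of the BCL2 family, had log2 fold changes of -6.12, -5.16 and -1.61 between old and young ovaries. PLK1 and CYP11A1 had no probe set with their symbol, so they have no value here.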

Approximately 47,000 probe sets detected 35,000 genes (see GSE44533, in GEO database). 

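The log2 values of any 2 arrays correlated across probe sets with a Pearson r between 0.947 and 0.989 over the 36 pairs, where probe sets are not independent replicates. The median r was 0.979 within the young group, 0.984 within the middle-aged group and 0.963 within the old group. ACTB, the reference gene of the qRT-PCR assays, had an intensity of 9706 ± 581 (SD, n = 3) in young, 10065 ± 341 (SD, n = 3) in middle-aged and 9494 ± 1317 (SD, n = 3) in old ovaries. The array of old monkey 1 lay farthest from the others, with a median r of 0.957. Bacterial spike-in RNAs added before labelling read 0.62 above the mean array on the log2 scale on the array of young monkey 3 and 0.74 above it on that of old monkey 3.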

The log-log scatter plot analysis showed good quality of the microarray assays (Figure 2(a)). 

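The 34 measured oocyte genes set the old ovaries apart: their median, relative to each gene's mean over the 9 arrays, lay between -1.40 and -1.32 on the log2 scale in the 3 old ovaries and between 0.03 and 1.44 in the other 6. Over all probe sets, old arrays were more distant from the other arrays than arrays were within these groups, by 0.289 in units of 1 minus the Pearson correlation. This was the largest difference among the 84 ways of choosing 3 of the 9 arrays (exact permutation test, one-sided p = 0.0119, the smallest these allow), and the next was 0.189. The same measure was 0.0788 for the young arrays (exact p = 0.119) and -0.0638 for the middle-aged arrays (exact p = 0.798). An average-linkage tree of all probe sets first parted young 1, young 2, middle-aged 1 and middle-aged 2 from the other 5 arrays. On the 1000 probe sets with the largest SD, its first split set the 3 old arrays against the other 6.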

The remarkable influence of age was demonstrated by hierarchical cluster analysis (Figure 2(b)). 

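Genes active in the oocyte were among those with large falls in the old ovary. NLRP5 (Entrez gene 704276), a maternal factor of the early embryo, had an intensity of 1156 ± 530.3 (SD, n = 3) in young and 7.61 ± 3.28 (SD, n = 3) in old ovaries, a log2 fold change of -7.20 (standard error 0.66, adjusted p = 0.0134 from limma). FIGLA, the transcription factor of the zona pellucida genes, fell from 829 ± 412 (SD, n = 3) to 16.7 ± 3.57 (SD, n = 3), a log2 fold change of -5.48 (standard error 0.61, adjusted p = 0.0231 from limma). ZAR1, a maternal RNA-binding factor, had a log2 fold change of -4.80 (adjusted p = 0.0215 from limma), and the RNA-binding protein gene ELAVL2 one of -5.27 (adjusted p = 0.016 from limma). The old means of NLRP5 and ELAVL2 lay below the first quartile of every array (9.00 to 9.57), and without detection calls they are not known to stand above background, so the sizes of these folds are uncertain. Of 34 measured genes of an oocyte list, written after reading the paper but before the data were examined, 11 were lower, none was higher and 23 did not pass the test (24 lower and 1 higher when adjusted over the list alone). The list's median log2 fold change was -2.31 (limma's camera adjusted p = 2.18e-20, adjusted p = 0.19 with an estimated correlation, fry adjusted p = 0.00602). Among the genes that rose, NR1D1, a nuclear receptor of the circadian clock, had a log2 fold change of 1.06 (standard error 0.13, adjusted p = 0.0292 from limma), and NADK2, a mitochondrial NAD kinase, one of 0.86 (standard error 0.11, adjusted p = 0.0372 from limma). CSAD and ARHGEF12 rose as well, as did ASPH, DMAC1 and FAT1 through a probe set other than their brightest, the last 3 named after their values were seen. SAM called none of NR1D1, NADK2, CSAD and ARHGEF12, and each of these 4 lost its call when only the 2 groups compared were fitted and without young 2, young 3 or any 1 middle-aged array. Each also lost it without the arrays numbered 3. NADK2 lost its call with a block for the replicate number too (adjusted p = 0.0556 from limma). With the probe sets of a gene averaged, NR1D1 had a log2 fold change of 0.57 (adjusted p = 0.142 from limma), NADK2 one of 0.77 (adjusted p = 0.124 from limma) and ARHGEF12 one of 0.26 (adjusted p = 0.296 from limma). Of the genes that fell, NLRP5, FIGLA, ZAR1 and ELAVL2 each lost their call without young 2, without young 3 and without the arrays numbered 3. In these fits, in this order, the log2 fold changes were -7.08, -6.89 and -7.23 for NLRP5 and -5.22, -5.21 and -5.38 for FIGLA. They were -4.62, -4.56 and -4.53 for ZAR1 and -5.11, -5.04 and -4.99 for ELAVL2, so the falls stayed similar in size. FIGLA and ZAR1 also lost their call without middle-aged 2 (adjusted p = 0.0604 and 0.0596 from limma), which left their log2 fold changes the same. They lost it without old 1 too (adjusted p = 0.072 and 0.0604 from limma). In all, limma called 14 probe sets higher (7 genes) and 68 lower (45 genes), of which 28 probe sets had no gene symbol, and 7105 probe sets had an unadjusted p under 0.05. The total of 82 was 350 with SAM (1 higher, 349 lower), 229 with a block for the replicate number (52 higher), 27 when only the 2 groups compared were fitted, and without 1 array 4 (young 2), 9 (young 3), 51 (middle-aged 1), 29 (middle-aged 2), 53 (old 1), 198 (old 2, 111 of them higher) or 120 (old 3, 76 of them higher). Without the 3 arrays numbered 3, an alternative chosen after seeing the data, it was 2, both higher.

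**Figure D1:**
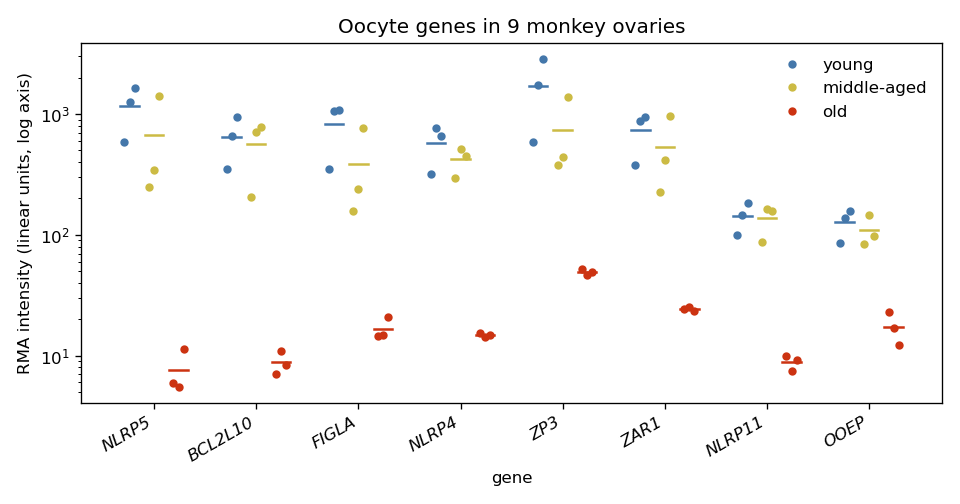
RMA intensity (linear units on a log axis) of 8 oocyte genes in each of 9 ovaries, with a bar at the mean of the 3 ovaries of a group. The intensities of NLRP5 in old ovaries had a mean of 7.61, and every old ovary lay below every young and middle-aged ovary for the genes shown.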

After SAM analysis of the microarray data, 503 genes were differentially expressed (fold change, +1.5 or −1.5) between the old and the young groups; of these, 60 were upregulated in the ovaries of old monkeys (Figure 3(a)). Only 84 genes were differentially expressed between the old and middle-aged groups, all of which were downregulated in the ovaries of old monkeys. These two sets of 503 and 84 differentially expressed genes shared 75 common genes (Figure 3(a)). 

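Against middle-aged ovaries, old ovaries had lower levels of genes of the oocyte. NLRP5 had an intensity of 672 ± 650.4 (SD, n = 3) in middle-aged ovaries and a log2 fold change of -6.11 (standard error 0.66, adjusted p = 0.0373 from limma). TCL1B, a gene of the TCL1 family, fell by 2.81 on the log2 scale (adjusted p = 0.0373 from limma), and AURKA, a kinase of the mitotic and meiotic spindle, had a log2 fold change of -2.37 (standard error 0.27, adjusted p = 0.0491 from limma). ERFE had a log2 fold change of -3.99 (adjusted p = 0.0373 from limma) and NELL1 one of -1.89 (adjusted p = 0.0289 from limma). Of the 34 measured oocyte genes, 5 were lower and none was higher (22 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.78 (limma's camera adjusted p = 2.81e-23, adjusted p = 0.216 with an estimated correlation, fry adjusted p = 0.0258). In all, 18 probe sets of 11 named genes and 5 unnamed targets were lower with limma and none was higher, while 2526 were lower and 1626 higher at an unadjusted p under 0.05, and SAM called 48 lower and none higher. The count was 9 with arrays centred on the same median, 11 with the probe sets of a gene averaged, 5 when only the 2 groups compared were fitted, and without 1 array 4 (young 2), 5 (young 3), 5 (middle-aged 2), 1 (middle-aged 3), 6 (old 1) or 42 (old 3, with 30 higher). It was 28 with a block for the replicate number, with 14 of the 18 kept. Without the arrays numbered 3 it was 2, with none of the 18 kept. The 5 genes named here each lost their call without young 2, young 3, middle-aged 2, middle-aged 3, old 1 or old 2. All 5 lost it without the arrays numbered 3 as well. AURKA also lost its call with a block for the replicate number (adjusted p = 0.0682 from limma). With its probe sets averaged, AURKA had a log2 fold change of -1.28 (adjusted p = 0.144 from limma).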

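All 18 probe sets lower in old than in middle-aged ovaries were also lower in old than in young ovaries. They belong to LOC703074, NLRP5, BCL2L10, NLRP4, NLRP11, TCL1B, AURKA, ERFE, MROH1, NELL1 and THBD, and 5 have no gene symbol. The brighter of 2 probe sets of LOC703074 had a log2 fold change of -5.24 (standard error 0.40, adjusted p = 0.00682 from limma) against young and -5.09 (standard error 0.40, adjusted p = 0.0103 from limma) against middle-aged ovaries. It lost its call against young ovaries without young 2 and without the arrays numbered 3 (adjusted p = 0.0742 and 0.0973 from limma). Its call against middle-aged ovaries was lost without young 2, middle-aged 2 or middle-aged 3 (adjusted p from 0.0506 to 0.0707 from limma). That call was also lost with only the 2 groups compared fitted and without the arrays numbered 3 (adjusted p = 0.103 and 0.189 from limma). The other probe set had log2 fold changes of -7.75 (adjusted p = 0.0019 from limma) and -7.45 (adjusted p = 0.0026 from limma), and kept both calls when any 1 array was left out. It lost both calls without the arrays numbered 3. Unchanged groups that share the old arrays, simulated 100 times, gave a mean of 0.02 probe sets called in both comparisons and at most 1, and independent lists of these sizes would share 0.0232. Across probe sets, which are not independent replicates, the 2 log2 fold changes correlated with r = 0.834, against 0.499 in the simulated groups that share the old arrays. The old arrays differed more among themselves (median r 0.963, against 0.979 within young and 0.984 within middle-aged). A larger spread in the shared arrays raises such a correlation without any effect of age, so the simulated values may be too low a reference. The shared count was 44 with SAM, 3 when only the 2 groups compared were fitted, 9 with arrays centred on the same median, 11 with the probe sets of a gene averaged, and without 1 array 3 (young 2), 5 (young 3), 3 (middle-aged 2), 1 (middle-aged 3), 6 (old 1) or 41 (old 3, with 30 higher). It was higher with a block for the replicate number. Without the arrays numbered 3, none of the 18 was called in either comparison.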

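Between middle-aged and young ovaries, the 18 measured genes of the surface epithelium and mesothelium had a median log2 fold change of -0.61, with 14 lower and 4 higher in estimate (limma's camera adjusted p = 1.78e-09, adjusted p = 0.139 with an estimated correlation, fry adjusted p = 0.0683). MSLN, a mesothelial surface protein, had a log2 fold change of -3.09 (adjusted p = 0.541 from limma), and ITLN1, a lectin of the mesothelium, one of -3.28 (adjusted p = 1.00 from limma). Smooth muscle and pericyte genes had a median of 0.89 with all 13 measured members positive (limma's camera adjusted p = 8.94e-09, adjusted p = 0.544 with an estimated correlation, fry adjusted p = 0.661), and stromal fibroblast genes one of 0.59 (limma's camera adjusted p = 4.95e-07, adjusted p = 0.544 with an estimated correlation, fry adjusted p = 0.661). The oocyte genes had a median of -0.45 (limma's camera adjusted p = 0.000298, adjusted p = 0.653 with an estimated correlation, fry adjusted p = 0.779). The oocyte call was lost without young 3 or middle-aged 1 (adjusted p from 0.17 to 0.474 from limma). No member of these lists was called by itself. Of all probe sets, 1 was lower and none was higher with limma, the unnamed MmugDNA.16026.1.S1_at with a log2 fold change of -2.11 (adjusted p = 0.00758), and 1680 had an unadjusted p under 0.05. SAM called none, and limma called none without young 1, young 2, young 3 or middle-aged 3, and without middle-aged 2 it called 1 other probe set in place of this one.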

No difference in gene expression was found between the middle-aged and young groups. Of the total of 512 differentially expressed genes, the functions of 264 genes, of which 35 were upregulated and 229 were downregulated, are still unknown (highlighted in Table S1 in Supplementary Material available online at http://dx.doi.org/10.1155/2015/625192).

The current work firstly presents the global gene expression profile of ovarian aging in rhesus monkey. Although previous research has focused on ovarian aging in mice [26, 40, 41], the aging process is quite different between mice and humans [30], emphasizing the need for human or nonhuman primate tissue to elucidate the mechanism of aging of human ovaries. The gene expression profiles of metaphase II oocytes derived from women of different ages suggest that cell cycle, oxidative stress and DNA repair, meiosis and spindle function, and ubiquitination might be affected by age [22]; however, the processes underlying ovarian aging remain obscure. Although our study is limited, as whole ovaries were sampled which contain multiple cell types [27, 42], hundreds of differentially expressed genes were found related to age, and such global gene expression profiles of monkey ovaries of different ages constitute a useful resource. 

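Marker genes of several cell types differed between old and young half-ovaries when tested as lists. Endothelial cell genes had a median log2 fold change of 0.96 between old and young ovaries, with 20 of 21 measured members positive (limma's camera adjusted p = 3.51e-06, adjusted p = 0.306 with an estimated correlation, fry adjusted p = 0.0754). Relative to each gene's mean over the 9 arrays, their median was 0.82 in old 1 and 0.96 in old 3 but -0.28 in old 2, which lay inside the range of the other 6 ovaries, -0.76 to 0.26. EMCN, a sialomucin of the endothelium, had a log2 fold change of 1.71 (adjusted p = 0.141 from limma) and the receptor gene TIE1 one of 1.52 (adjusted p = 0.205 from limma). Surface epithelium and mesothelium genes had a median of -0.96 (limma's camera adjusted p = 0.000122, adjusted p = 0.19 with an estimated correlation, fry adjusted p = 0.00988), with DSP, a desmosome protein, at -3.05 (adjusted p = 0.074 from limma). Genes of steroid-making cells had a median of 0.62 (limma's camera adjusted p = 0.0264, adjusted p = 0.473 with an estimated correlation, fry adjusted p = 0.286). The steroid-cell call was lost without young 3, old 1 or old 2 (adjusted p from 0.0725 to 0.207 from limma). STAR, the cholesterol carrier of steroid synthesis, had an intensity of 1237 ± 757 (SD, n = 3) in young and 12454 ± 9118 (SD, n = 3) in old ovaries (log2 fold change 3.15, adjusted p = 0.169 from limma). Smooth muscle and pericyte genes had a median of 0.83 (limma's camera adjusted p = 0.000294, adjusted p = 0.373 with an estimated correlation, fry adjusted p = 0.182). This call was lost without the arrays numbered 3 and without old 3 (adjusted p from 0.0551 to 0.104 from limma). Relative to each gene's mean over the 9 arrays, the median of the smooth muscle genes was 1.46 in old 3. It was -0.33 in old 1 and -0.25 in old 2, and lay between -0.64 and -0.59 in the young ovaries. Granulosa cell genes did not pass as a list (median -0.29, limma's camera adjusted p = 0.168), with AMH at -3.88 and INHA at 2.67 (adjusted p = 0.16 and 0.259 from limma). Stromal fibroblast, adipocyte and T cell genes did not pass either (limma's camera adjusted p = 0.899, 0.169 and 0.463). Apart from THBD, which was lower, no member of these lists was called by itself, and none of the 28 lists called between old and young passed with an estimated correlation.

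**Figure D2:**
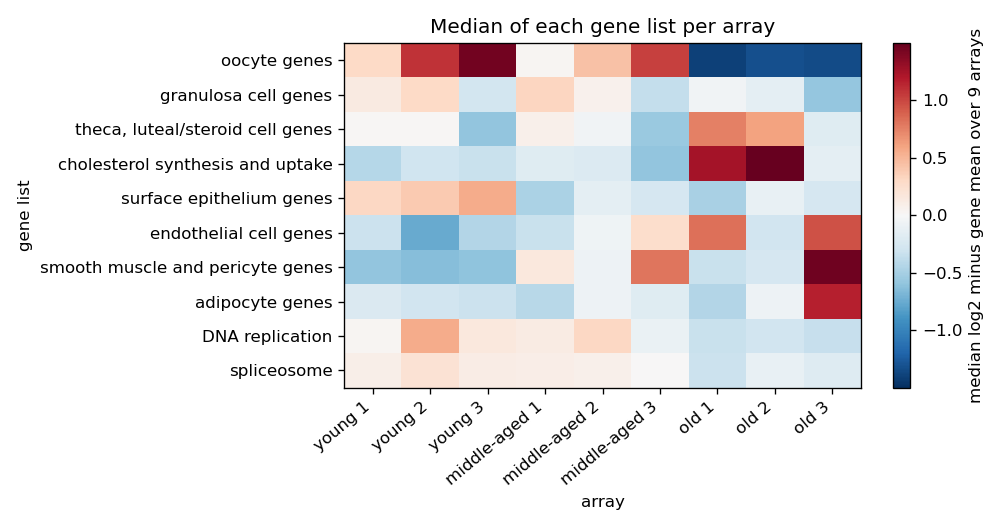
Median over the genes of 10 lists, as log2 intensity minus the gene's mean over 9 arrays (colour scale), for each array (columns, by age group). The oocyte genes are at -1.40, -1.32 and -1.34 in old 1, old 2 and old 3.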

In the future, investigations of age-related differential gene expression in individual cell types are warranted. Although not focused on aging, a novel resource of nonhuman primate oocytes and preimplantation embryos has already been established which might facilitate gene expression pattern analysis in single cell types [31, 43].

### 3.2. Validation of Microarray Data by qRT-PCR

Quantitative RT-PCR was performed to validate 25 differentially expressed genes selected randomly (5 upregulated and 20 downregulated in old ovaries) using the same RNA preparations used to generate microarray data (Table 3). 

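Of the 25 genes chosen for qRT-PCR, 23 had a probe set with their symbol, and UBE2C and LOC707199 had none. All 5 genes reported as upregulated had positive log2 fold changes between old and young ovaries and all 18 others had negative ones. Of the 23, 8 were lower and none was higher by limma's test over all probe sets (16 lower and 5 higher when adjusted over the list alone), and since the study chose these genes on the same arrays, neither count is independent evidence. TACC3, a spindle protein, had an intensity of 332 ± 130.5 (SD, n = 3) in young and 41.0 ± 16.3 (SD, n = 3) in old ovaries, a log2 fold change of -3.01 (standard error 0.34, adjusted p = 0.0231 from limma). WASF1, a regulator of actin, had a log2 fold change of -2.25 (standard error 0.31, adjusted p = 0.0487 from limma). The TACC3 call was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2, young 3, middle-aged 1 or middle-aged 2 (adjusted p from 0.0539 to 0.2 from limma). The WASF1 call was lost with only the 2 groups compared fitted, with quantile normalization, without the arrays numbered 3 and without young 1, young 2, young 3, middle-aged 2, middle-aged 3, old 1, old 2 or old 3 (adjusted p from 0.0538 to 0.191 from limma). MRAP, an accessory protein of the melanocortin receptors, had an intensity of 13.3 ± 2.6 (SD, n = 3) in young and 506 ± 563 (SD, n = 3) in old ovaries, where it read 1144, 296 and 79.1 in monkeys 1, 2 and 3 (log2 fold change 4.51, adjusted p = 0.107 from limma). MMP9, a secreted protease, had a log2 fold change of 2.40 (adjusted p = 0.276 from limma), LOC717872, now CCN5, one of 2.81 (adjusted p = 0.0679) and IGFBP4 one of 1.17 (adjusted p = 0.0851). Over Tables 3 to 7, 18 of the genes measured were called in the stated direction, and without 1 array 0 (young 2), 1 (young 3), 9 (middle-aged 1), 5 (middle-aged 2) or 9 (old 1), against 50 with SAM.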

As expected, MRAP and MMP9 were expressed at significantly different levels (*P* < 0.05) in the old and young groups and were upregulated in the old group. THY1, Loc717872, and IGFBP4 showed the same trend toward upregulation in old ovaries, although no significant differences were found using Student's *t*-test. Microarray and qRT-PCR data were in good agreement with most genes that were significantly downregulated, or trending in that direction, in old ovaries. However, some significant differential expression identified by microarray analysis (e.g., of* BARD1*,* LOC707199*,* IGF2BP3*, and* XRCC6*) was not validated by qRT-PCR analysis (Table 3). 

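On the arrays, BARD1, the partner of BRCA1 in DNA repair, had an intensity of 229 ± 77.3 (SD, n = 3) in young and 66.6 ± 16.1 (SD, n = 3) in old ovaries, a log2 fold change of -1.75 (standard error 0.26, adjusted p = 0.0633 from limma). IGF2BP3, an RNA-binding protein, had a log2 fold change of -4.02 (standard error 0.63, adjusted p = 0.0715 from limma). XRCC6, a subunit of the Ku complex of DNA end joining, had one of -0.58 (standard error 0.14, adjusted p = 0.152 from limma). The probe sets of XRCC6 went both ways: the ratio of old to young was 0.669 on the brightest and 1.17, 0.747 and 0.499 on the others. The last is the ratio the paper prints. None of the 3 genes passed limma's threshold on its brightest probe set. SAM called BARD1 and IGF2BP3 lower in old than in young ovaries and did not call XRCC6 on that probe set. For all 3 genes, each old ovary lay below each young ovary on the brightest probe set, as in 9.46% of all probe sets.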

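THBD (Entrez gene 702132), which encodes the anticoagulant receptor thrombomodulin of the endothelium, had an intensity of 386 ± 58.4 (SD, n = 3) in young, 406 ± 31.9 (SD, n = 3) in middle-aged and 172 ± 4.29 (SD, n = 3) in old ovaries. This is a log2 fold change of -1.15 (standard error 0.13, adjusted p = 0.0277 from limma) against young and -1.23 (standard error 0.13, adjusted p = 0.0373 from limma) against middle-aged ovaries. The call against young ovaries was lost with its probe sets averaged, with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2, young 3, middle-aged 2, old 1 or old 3 (adjusted p from 0.052 to 0.788 from limma). The call against middle-aged ovaries was lost with its probe sets averaged, with only the 2 groups compared fitted, with a block for the replicate number, without the arrays numbered 3, with arrays centred on the same median, with other variance settings and without young 2, young 3, middle-aged 1, middle-aged 2, middle-aged 3, old 1, old 2 or old 3 (adjusted p from 0.0559 to 0.986 from limma). The 4 probe sets of THBD did not move alike: the other 3 had log2 fold changes of -0.74, 1.13 and 1.51 between old and young (adjusted p = 0.325, 0.348 and 0.43 from limma). Averaged over its probe sets, THBD had a log2 fold change of 0.19 (adjusted p = 0.788 from limma), so its direction depends on the probe set used.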

Surprisingly, microarray analysis found that* THBD* was downregulated in old ovaries; however, qRT-PCR analysis showed a trend toward upregulation (Table 3). Moreover, some genes were identified as significantly differentially expressed by qRT-PCR but not by microarray analysis, including* MRAP*,* HELLS*,* CDK1*, and* UBE2C* in old versus middle-aged ovaries (Table 3). This could result from an experimental artifact or the different significance levels calculated [37]. Furthermore, eight out of the 25 genes were randomly selected and validated by qRT-PCR analysis with new RNA samples, and the results were in agreement with those of the previous validation and microarray analysis (Figure 4), indicating the reliability of the microarray data.

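Between old and middle-aged ovaries, MRAP had a log2 fold change of 3.76 (standard error 0.88, adjusted p = 0.367 from limma). HELLS, a helicase of chromatin remodelling, had one of -1.51 (standard error 0.45, adjusted p = 0.492 from limma). CDK1, the kinase that drives entry into M phase, had one of -1.85 (standard error 0.54, adjusted p = 0.481 from limma), and its other 2 probe sets had -1.24 and -1.83 (adjusted p = 0.562 and 0.367). The intensity of CDK1 was 219 ± 114 (SD, n = 3) in middle-aged and 54.5 ± 13.5 (SD, n = 3) in old ovaries.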

### 3.3. GO Terms and KEGG Pathway Analysis

All differentially expressed genes were input into MAS 3.0 and assigned individual GO terms for* M. mulatta*, with 53.15%, 30.58%, and 16.27% representing the main functional categories of biological process, molecular function, and cellular component, respectively (Figure 3(b)). For the ontology “biological process,” the main functional categories were “cellular process,” “physiological process,” “metabolism,” and “biological regulation.” For the ontology “molecular function,” the differentially expressed genes were mainly enriched in “binding” and “catalytic activity.” For the ontology “cellular component,” the “cell part,” “cell,” and “organelle” were the first three categories (Figure 3(c) and Table S2). The GO term analysis showed that great changes of nucleus and microtubules of ovary cells might take place mainly by abnormal transcription regulation, DNA repair, and ligand binding affected by age. Cell cycle, oxidative stress and DNA repair, meiosis and spindle function, and ubiquitination have been considered to be affected by age [22], which is consistent with our results. Our findings for rhesus monkey ovary showed that many differentially expressed genes were involved in transcription regulation, cell cycle, DNA replication and repair, and some other important, aging-related biological processes (Table S2). 

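THY1, a surface glycoprotein of fibroblasts and other stromal cells, had an intensity of 527 ± 87.6 (SD, n = 3) in young, 899 ± 118 (SD, n = 3) in middle-aged and 1551 ± 444 (SD, n = 3) in old ovaries, a log2 fold change of 1.52 (standard error 0.24, adjusted p = 0.0664 from limma) between old and young. HELLS had an intensity of 127 ± 69.6 (SD, n = 3) in young and 33.9 ± 8.5 (SD, n = 3) in old ovaries, a log2 fold change of -1.80 (standard error 0.45, adjusted p = 0.165 from limma). ZP3 (Entrez gene 719925), a protein of the zona pellucida around the oocyte, fell from 1719.9 ± 1127 (SD, n = 3) to 49.3 ± 3.04 (SD, n = 3), a log2 fold change of -4.85 (standard error 0.63, adjusted p = 0.0394 from limma). Of these genes, limma called ZP3 alone, and SAM also called ZP3 alone. The limma call was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2, young 3, middle-aged 1, middle-aged 2, old 1, old 2 or old 3 (adjusted p from 0.0567 to 0.18 from limma).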

We found that most of the genes (such as* THY1*,* HELL*, and* ZP3*) related to aging are similar to those previously identified in aging mouse ovaries [26], but some of the differentially expressed genes in pathways are quite different. For example, the important genes* Nfkb1*,* Trp53*, and* Tert* were differentially expressed in mouse, as reported by other groups [17, 25, 26, 44], but no age-related differences in these genes were found in monkeys. However, the genes* NLRP4*,* NLRP11*,* BCL2 L10*,* CYP11A*,* FADS1*, and* XRCC6*, which are related to regulation of NFkB, apoptosis, and TERT function [45–48], were differentially expressed in monkey ovaries. This discrepancy might be due to species-specific differences and/or different ovarian physiological status.

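NFKB1, a subunit of the transcription factor NF-kappa-B, had an intensity of 436 ± 68.3 (SD, n = 3) in young and 527 ± 49.9 (SD, n = 3) in old ovaries, a log2 fold change of 0.28 (standard error 0.15, adjusted p = 0.46 from limma). TERT, the catalytic subunit of telomerase, had an intensity of 19.4 ± 2.16 (SD, n = 3) in young and 23.6 ± 1.02 (SD, n = 3) in old ovaries, a log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.366 from limma). A test that misses its threshold with 3 ovaries per group does not show that these levels were equal.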

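NLRP4 and NLRP11, oocyte genes of the NLRP family, had log2 fold changes of -5.19 (standard error 0.33, adjusted p = 0.00389 from limma) and -3.97 (standard error 0.29, adjusted p = 0.00594 from limma) between old and young ovaries. The intensity of NLRP4 was 576 ± 230.1 (SD, n = 3) in young, 420.3 ± 112 (SD, n = 3) in middle-aged and 14.8 ± 0.541 (SD, n = 3) in old ovaries. BCL2L10 had an intensity of 650.1 ± 294 (SD, n = 3) in young and 8.78 ± 1.96 (SD, n = 3) in old ovaries (adjusted p = 0.0124 from limma). Against middle-aged ovaries the log2 fold changes of NLRP4, NLRP11 and BCL2L10 were -4.79, -3.90 and -5.81 (adjusted p = 0.00746, 0.00857 and 0.0289 from limma). NLRP4 stayed called between old and young ovaries when any 1 array was left out, while NLRP11 lost its call without young 2 and BCL2L10 without young 2 or young 3, and all 3 lost it without the arrays numbered 3. Against middle-aged ovaries the NLRP4 call was lost without the arrays numbered 3 and without middle-aged 3 (adjusted p from 0.0625 to 0.189 from limma). The NLRP11 call there was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without middle-aged 2 or middle-aged 3 (adjusted p from 0.0506 to 0.189 from limma). The BCL2L10 call there was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2, young 3, middle-aged 2, middle-aged 3 or old 1 (adjusted p from 0.0617 to 0.235 from limma). The old means of NLRP11 and BCL2L10 lay below the first quartile of every array (9.00 to 9.57), and without detection calls they are not known to stand above background, so the sizes of these folds are uncertain. FADS1 had no probe set with its symbol.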

The results also indicated that 11 KEGG pathways were associated with the genes differentially expressed between the old and the young and middle-aged groups (Table S3). A few pathways that have been widely reported to be associated with the aging process, such as “cell cycle” and “TGF-*β*,” appeared in our results. It was reported that the TGF-*β* signaling pathway is constitutively active in aging of myogenic progenitors [49] and brain [50, 51]. 

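Of 57 measured genes of TGF-beta signaling, none was called between old and young ovaries (none when adjusted over the list alone), and the list did not pass (median log2 fold change -0.06, limma's camera adjusted p = 0.504). Between old and middle-aged ovaries its median was -0.11, with 40 members lower and 17 higher in estimate (limma's camera adjusted p = 0.0478, adjusted p = 0.367 with an estimated correlation, fry adjusted p = 0.143). Its members went both ways: FST, an activin-binding protein of granulosa cells, had a log2 fold change of -2.53 against middle-aged ovaries, and BAMBI, a pseudoreceptor that blocks TGF-beta signals, one of -1.97, while INHBA, an activin subunit, had one of 1.13, which was 0.28 without old 1 (none called by limma). The call against middle-aged ovaries was lost without the genes of Tables 3 to 7, on brighter probe sets, with quantile normalization and without young 1, young 2, middle-aged 3, old 1 or old 2 (adjusted p from 0.0508 to 0.313 from limma).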

We found that these KEGG pathways contained only a limited number of genes due to the lack of comprehensive annotation of the* M. mulatta* genome (Table S3).

### 3.4. KEGG Pathway Analysis with Human-*M. mulatta* Orthologs

Human-*M. mulatta* orthologs were used to select the differentially expressed genes, and 476 annotated genes, 51 upregulated and 425 downregulated, were identified (Table S4). 

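Cell-cycle genes were lower as a group in old than in young ovaries, with 68 of 96 measured members lower in estimate and a median log2 fold change of -0.29 (limma's camera adjusted p = 4.42e-05, adjusted p = 0.309 with an estimated correlation, fry adjusted p = 0.0448). MCM3, a subunit of the replicative helicase, was the member called on its brightest probe set, and 17 were lower and none higher when adjusted over the list alone. CDK1 had a log2 fold change of -1.99 on its brightest probe set (adjusted p = 0.19 from limma), and another of its probe sets was called at -3.41 (adjusted p = 0.0372 from limma). CCNB1 and CCNB2, the B-type cyclins of M phase, had log2 fold changes of -2.90 (standard error 0.68, adjusted p = 0.143 from limma) and -3.45 (standard error 0.63, adjusted p = 0.0922 from limma). CHEK1, a kinase of the DNA damage checkpoint, had one of -2.10 (standard error 0.34, adjusted p = 0.074 from limma). CDKN2A, an inhibitor of the cyclin D kinases, had one of 2.45 (adjusted p = 0.223 from limma), which was 1.59 without old 1 and 0.87 with its probe sets averaged. Progesterone-mediated oocyte maturation genes had a median of -0.16 (limma's camera adjusted p = 0.0175, adjusted p = 0.306 with an estimated correlation, fry adjusted p = 0.0251). The maturation call was lost without the genes of Tables 3 to 7 and without old 1 (adjusted p from 0.0502 to 0.125 from limma). Mismatch repair genes had a median of -0.56 (limma's camera adjusted p = 0.00475, adjusted p = 0.315 with an estimated correlation, fry adjusted p = 0.0533) and nucleotide excision repair genes one of -0.18 (limma's camera adjusted p = 0.00623, adjusted p = 0.306 with an estimated correlation, fry adjusted p = 0.0432). Of the genes that Table 4 lists, 10 of 10 measured cell-cycle genes and 8 of 9 measured oocyte meiosis genes were lower in estimate, and since the study chose them on these arrays they are not independent evidence.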

Analysis with DAVID Bioinformatics Resources 6.7 [38] showed that the differentially expressed genes were mainly enriched in the following seven KEGG pathways: “cell cycle,” “oocyte meiosis,” “progesterone-mediated oocyte maturation,” “p53 signaling pathway,” “DNA replication,” “mismatch repair,” and “nucleotide excision repair,” and all genes involved were downregulated in the old ovaries (Table 4). It is well known that aging is associated with both a decrease in the efficiency of repair and an accumulation of DNA damage [52, 53]. In our results, the genes involved in DNA replication and repair pathways were all downregulated in old monkey ovaries (Figure 5, Tables 4 and 5), which might indicate cellular senescence, caused by accumulation of damage to nuclear and mitochondrial DNA, decline in the function of stress resistance, which might lead to apoptosis and immune response [30, 44, 54]. 

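Of 23 measured genes of DNA replication, 20 were lower in estimate in old than in young ovaries, with a median log2 fold change of -0.68 (limma's camera adjusted p = 3.51e-06, adjusted p = 0.306 with an estimated correlation, fry adjusted p = 0.0432). MCM3 (Entrez gene 708320) had an intensity of 679 ± 263 (SD, n = 3) in young, 485 ± 97.1 (SD, n = 3) in middle-aged and 138 ± 23.8 (SD, n = 3) in old ovaries, a log2 fold change of -2.24 (standard error 0.29, adjusted p = 0.0394 from limma), and was the 1 member called (11 lower and 1 higher when adjusted over the list alone). The MCM3 call was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2, young 3, middle-aged 1, middle-aged 2, middle-aged 3, old 1 or old 3 (adjusted p from 0.0571 to 0.216 from limma). MCM5, another helicase subunit, had a log2 fold change of -1.70 and PCNA, the sliding clamp of the polymerases, one of -0.92 (adjusted p = 0.0922 and 0.239 from limma), while RFC3 stood at 0.16 (adjusted p = 0.585). Homologous recombination and Fanconi anemia genes had a median of -0.54, with 22 of 26 lower in estimate (limma's camera adjusted p = 1.04e-07, adjusted p = 0.19 with an estimated correlation, fry adjusted p = 0.0118). Base excision repair genes had a median of -0.19 (limma's camera adjusted p = 0.0264, adjusted p = 0.36 with an estimated correlation, fry adjusted p = 0.0675). The base excision call was lost without the genes of Tables 3 to 7, without the arrays numbered 3 and without young 2, young 3 or old 1 (adjusted p from 0.0616 to 0.36 from limma). Nonhomologous end joining genes did not pass (median -0.03, mean 0.33 of the other sign, limma's camera adjusted p = 0.846). Against middle-aged ovaries the replication genes had a median of -0.47 (limma's camera adjusted p = 1.48e-06, adjusted p = 0.355 with an estimated correlation, fry adjusted p = 0.113). Oocyte genes fell beside them, and in the group of DNA replication and repair that Table 5 lists, 31 of 32 measured genes were lower in estimate and 2 were called, a list the study chose on these arrays.

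**Figure D3:**
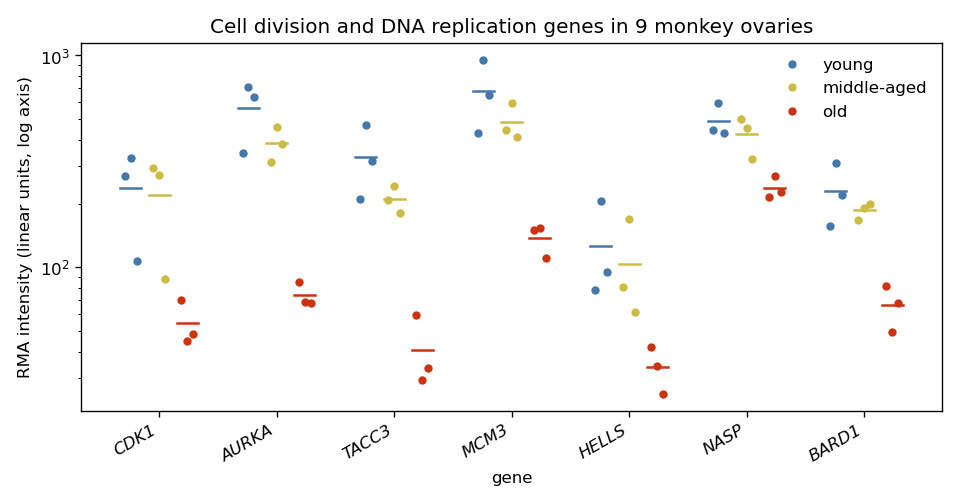
RMA intensity (linear units on a log axis) of 7 genes of cell division and DNA replication in each of 9 ovaries, with a bar at the mean of the 3 ovaries of a group. The mean of MCM3 is 679 in young and 138 in old ovaries.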

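Genes of oocyte meiosis did not pass as a list between old and young ovaries: 46 of 81 measured members were lower in estimate, with a median log2 fold change of -0.09 (limma's camera adjusted p = 0.109). The fry test, which asks whether a list's genes move on balance one way, gave an adjusted p of 0.0118. AURKA, the spindle kinase, was the member called, with a log2 fold change of -2.88 (standard error 0.27, adjusted p = 0.0142 from limma), and 11 members were lower and none higher when adjusted over the list alone. The AURKA call was lost with only the 2 groups compared fitted, without the arrays numbered 3 and without young 2 or young 3 (adjusted p from 0.0624 to 0.17 from limma). The other probe sets of AURKA had smaller falls, with ratios of old to young of 0.289 and 0.875 against 0.136 on the brightest. PTTG1, the securin that inhibits separase, had an intensity of 2001 ± 653 (SD, n = 3) in young and 367 ± 142 (SD, n = 3) in old ovaries (log2 fold change -2.47, adjusted p = 0.0786 from limma). The genes of the CPEB family, which control translation of stored messenger RNA, did not move alike in estimate: CPEB1 had a log2 fold change of -1.56 and CPEB4 one of 0.56 (adjusted p = 0.372 and 0.49 from limma). CPEB2 and CPEB3 stood at 0.05 and 0.09, and none of the 4 was called.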

In cell cycle and oocyte meiosis pathways, the differentially expressed genes involved were all downregulated in old ovaries except for the* Cpebs* gene (Figure 6), which reflected the lower control ability of cell proliferation and oocyte maturation. It has been reported that* Cpebs* have the function of balancing between senescence and proliferation depending on translational repression and/or activation, which can be regulated by progesterone. With the lack of progesterone in old animals, the function of* Cpebs* trends toward translational repression [55]. The p53 signaling pathway is intimately involved in aging and apoptosis according to a previous report [56]. A few popular mechanisms related to aging are listed in Table 5 by analyzing our microarray data, which shares some similarities to the previous reports in mice [25, 26].

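Among the Table 5 groups, the 27 measured reproduction genes were lower in 23 cases in estimate between old and young ovaries, with 4 called lower and a median log2 fold change of -1.97. The 20 measured apoptosis genes were lower in 17 cases, with 2 called, and the 23 measured methylation genes were lower in 21 cases, with none called. The 15 measured mitochondrion genes had 11 lower in estimate, with BCL2L10 called lower and NADK2, there under its former symbol NADKD1, called higher. The 7 measured genes of oxidation reduction and electron transport were all lower in estimate, with 1 called lower. AOX1, CYP11A1, FADS1 and RETSAT, which the paper marks as higher in that group, had no probe set with their symbol. The 19 measured immune system genes had 13 lower and 6 higher in estimate, with 1 called lower. The study chose these groups on the same arrays, so their directions are not independent evidence. Of lists not taken from the study, telomere maintenance genes had a median log2 fold change of -0.16 (limma's camera adjusted p = 0.0287, adjusted p = 0.373 with an estimated correlation, fry adjusted p = 0.0721). The telomere call was lost without the genes of Tables 3 to 7, with the probe sets of a gene averaged, without the arrays numbered 3 and without young 2, young 3 or old 3 (adjusted p from 0.0537 to 0.36 from limma). Apoptosis regulators did not pass (median 0.10, mean -0.23 of the other sign, limma's camera adjusted p = 0.843), with BCL2L10 its only called member.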

In order to identify pronounced, age-related changes in gene expression in the ovary, we conducted further functional annotation focused on* GOTERM_BP_FAT* and* KEGG_PARTHWAY* of 51 orthologs genes upregulated in old versus young ovary and 58 orthologs genes downregulated in old versus young and middle-aged ovary in old ovary (Table S4). We found that the functions of upregulated genes were enriched mainly in negative regulation of cellular biological processes, aging, defense response, oxidation/reduction, cell growth, and KEGG pathways of “leukocyte transendothelial migration” and “biosynthesis of unsaturated fatty acids” (Table 6). 

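Genes of leukocyte transendothelial migration were higher as a list in old than in young ovaries, with 37 of 70 measured members positive and a median log2 fold change of 0.05 (limma's camera adjusted p = 0.043, adjusted p = 0.373 with an estimated correlation, fry adjusted p = 0.219). CXCL12, a chemokine, had a log2 fold change of 1.20 (standard error 0.25, adjusted p = 0.119 from limma), and CLDN15, a tight junction protein, one of -1.24 (standard error 0.21, adjusted p = 0.0807 from limma), and no member was called (4 higher and 1 lower when adjusted over the list alone). This call was lost without the genes of Tables 3 to 7, with the probe sets of a gene averaged, with quantile normalization, without the arrays numbered 3 and without young 1, young 2, old 1 or old 3 (adjusted p from 0.0639 to 0.256 from limma). Genes of the biosynthesis of unsaturated fatty acids did not pass (limma's camera adjusted p = 0.206), and their median of -0.02 and mean of 0.23 differed in sign. FADS2, a fatty acid desaturase, had an intensity of 148 ± 36.6 (SD, n = 3) in young and 575 ± 217 (SD, n = 3) in old ovaries, a log2 fold change of 1.90 (standard error 0.30, adjusted p = 0.0735 from limma). Antioxidant enzymes were higher as a list (median 0.17, limma's camera adjusted p = 0.0264, adjusted p = 0.334 with an estimated correlation, fry adjusted p = 0.181). The antioxidant call was lost with quantile normalization and without young 3 or old 1 (adjusted p from 0.068 to 0.151 from limma). Of 16 measured genes of Table 6, which the study chose on these arrays, 15 were higher in estimate and none was called (15 higher when adjusted over the list alone).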

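Spliceosome genes were lower as a group in old than in young ovaries: 72 of 77 measured members were lower in estimate, with a median log2 fold change of -0.39 (limma's camera adjusted p = 4.67e-14, adjusted p = 0.19 with an estimated correlation, fry adjusted p = 0.00767). HNRNPM, an RNA-binding splicing factor, had a log2 fold change of -0.80 (standard error 0.14, adjusted p = 0.0774 from limma) and SF3A3, a component of the U2 particle, one of -0.66 (adjusted p = 0.0989 from limma). None was called by itself (12 lower and none higher when adjusted over the list alone). DNA methylation and maternal chromatin factors had a median of -0.42, with 17 of 20 lower in estimate (limma's camera adjusted p = 3.51e-06, adjusted p = 0.19 with an estimated correlation, fry adjusted p = 0.00602). UHRF1, which recruits the maintenance methyltransferase to replicated DNA, had a log2 fold change of -3.86 (standard error 0.59, adjusted p = 0.0642 from limma), and DNMT3A, a methyltransferase that sets new marks, had an intensity of 664 ± 90.8 (SD, n = 3) in young and 308 ± 36.4 (SD, n = 3) in old ovaries (log2 fold change -1.10, adjusted p = 0.0858 from limma). NASP, a histone chaperone, had a log2 fold change of -1.04 (standard error 0.20, adjusted p = 0.102 from limma) on its brightest probe set, and another of its probe sets was called at -1.45 (adjusted p = 0.0347). Against middle-aged ovaries the spliceosome list had a median of -0.28 (limma's camera adjusted p = 7.17e-15, adjusted p = 0.216 with an estimated correlation, fry adjusted p = 0.0258) and the DNA methylation list one of -0.35 (limma's camera adjusted p = 1.06e-05, adjusted p = 0.216 with an estimated correlation, fry adjusted p = 0.0258). In Table 7, which the study chose on these arrays, all 11 measured cell-cycle genes and all 8 measured reproduction genes were lower in estimate in old ovaries, with 4 called in each group. Oocyte genes fell in the same old ovaries, with medians of -1.40, -1.32 and -1.34 against 0.03 to 1.44 in the other 6, relative to each gene's mean over the 9 arrays.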

The functions of downregulated genes were enriched primarily in cell cycle, reproduction, chromatin organization and regulation of transcription, DNA and RNA process, methylation, and KEGG pathways of “cell cycle,” “oocyte meiosis,” “progesterone-mediated oocyte maturation,” and “spliceosome” (Table 7). These data indicate that ovarian aging is accompanied with the increases in defense and immune responses and oxidation reduction, the decreases in capacity for reproduction, cell division, DNA replication and repair, and some changes of epigenetic regulation. These findings will be helpful for tracking biomarkers and understanding mechanisms of ovary aging in primates.

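Complement and acute innate defense genes were higher as a list in old than in young ovaries, with 21 of 28 measured members positive and a median log2 fold change of 0.44 (limma's camera adjusted p = 0.00135, adjusted p = 0.306 with an estimated correlation, fry adjusted p = 0.0695). The complement call was lost without the arrays numbered 3 (adjusted p = 0.0551 from limma). MASP1, a protease that starts the lectin pathway, had a log2 fold change of 2.38 (standard error 0.50, adjusted p = 0.12 from limma) and C1QA, a subunit of complement C1q, one of 1.12 (adjusted p = 0.25 from limma). Interferon response genes had a median of 0.38 (limma's camera adjusted p = 0.00349, adjusted p = 0.473 with an estimated correlation, fry adjusted p = 0.33). The interferon call was lost without old 1 (adjusted p = 0.122 from limma). Macrophage and monocyte genes had one of 0.29 (limma's camera adjusted p = 0.0412, adjusted p = 0.525 with an estimated correlation, fry adjusted p = 0.44). The macrophage call was lost with quantile normalization, without the arrays numbered 3 and without young 2, young 3, old 1 or old 3 (adjusted p from 0.0579 to 0.456 from limma). Genes of oxidative phosphorylation had a median of 0.15 (limma's camera adjusted p = 0.00135, adjusted p = 0.525 with an estimated correlation, fry adjusted p = 0.42). The phosphorylation call was lost without old 1 (adjusted p = 0.453 from limma). No member of these 4 lists was called by itself (1 higher, a complement list member, when adjusted over the list alone). MT2A, a metallothionein that binds metals, had a log2 fold change of 2.08 (standard error 0.33, adjusted p = 0.0729 from limma). From the higher and lower gene groups, the paper reads signs that ovarian aging goes with stronger defense, immune and oxidation-reduction processes and with a lower capacity for reproduction, cell division and DNA replication and repair, and with some changes of epigenetic regulation.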

## 4. Conclusion

Our results demonstrate substantial differences in ovarian gene expression between old and middle-aged or young rhesus monkeys. These differences exist at the level of transcription of genes involved in critical biological functions and pathways in the ovary/oocytes, which probably affect aging process through DNA damage, mitochondrial dysfunction, oxidative stress and immune response, and epigenetics. Thus, age-specific gene expression profiling can provide information on processes that may be related to ovarian/oocyte aging and possibly reveal a contribution of altered gene expression to decreased fertility.

## Supplementary Material

In the Supplementary Material, Table S1 shows the genes differentially expressed in ovaries of old rhesus monkeys versus that of young and middle-aged monkeys. Table S2 shows the GO terms of genes differentially expressed in old versus young and middle-aged monkey ovaries analyzed by MAS3.0 online software. Table S3 shows the KEGG pathways of genes differentially expressed in old monkey ovaries as a function of age, analyzed by MAS3.0 online software. Table S4 shows the human-M mulatta orthologous genes retrieved by Bio-Mart online software.

## Figures and Tables

**Figure 1:**
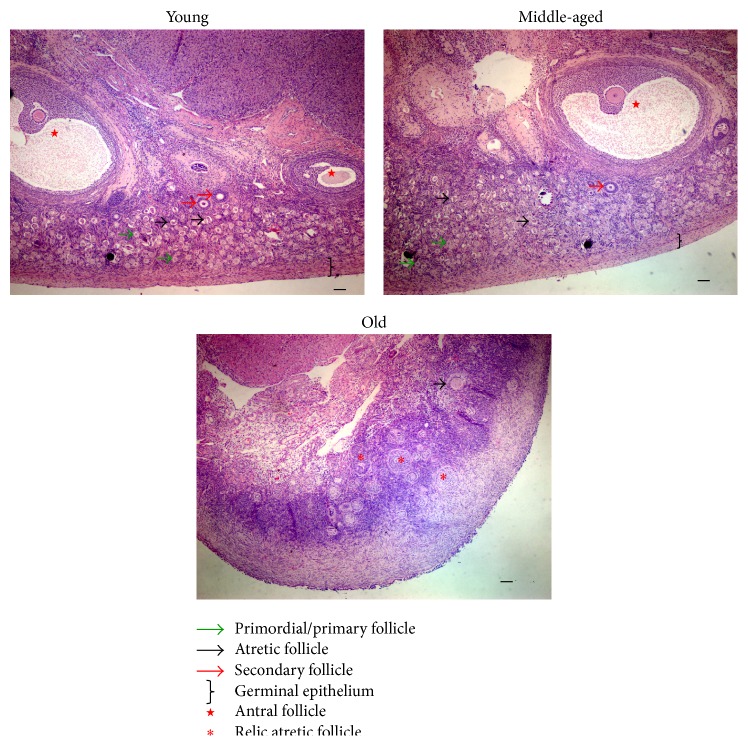
Morphology of monkey ovaries of different ages. Hematoxylin and eosin Y-stained sections of ovaries from monkeys of indicated ages. Key to structures indicated by symbols appears below images. Bar = 100 *μ*m.

**Figure 2:**
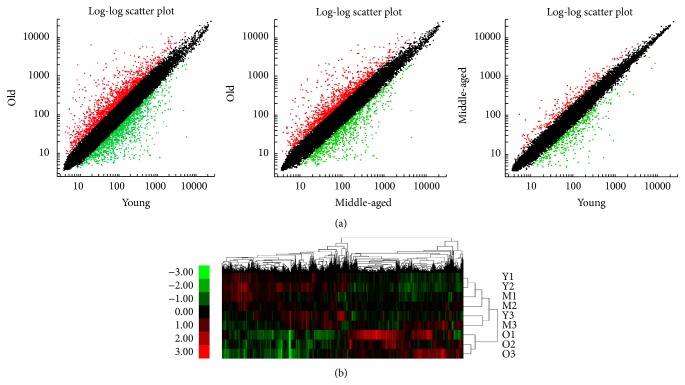
Gene expression profiles of monkey ovaries of different ages. (a) Log-log scatter plot analysis between groups of different ages. It shows good quality of microarray data; the red and green dots indicate upregulated and downregulated genes, respectively. (b) Hierarchical cluster of differentially expressed genes in old (O), middle-aged (M), and young (Y) groups. The expression level of each gene is standardized to a mean value of 0 and standard deviation (SD) of 1. The mean value is represented by black, gene expression above the mean level is represented by red, and expression below the mean is represented by green. The intensity of the pseudocolor reflects the number of SDs from the mean, as indicated in key at left. 1–3: animals 1–3 in each group.

**Figure 3:**
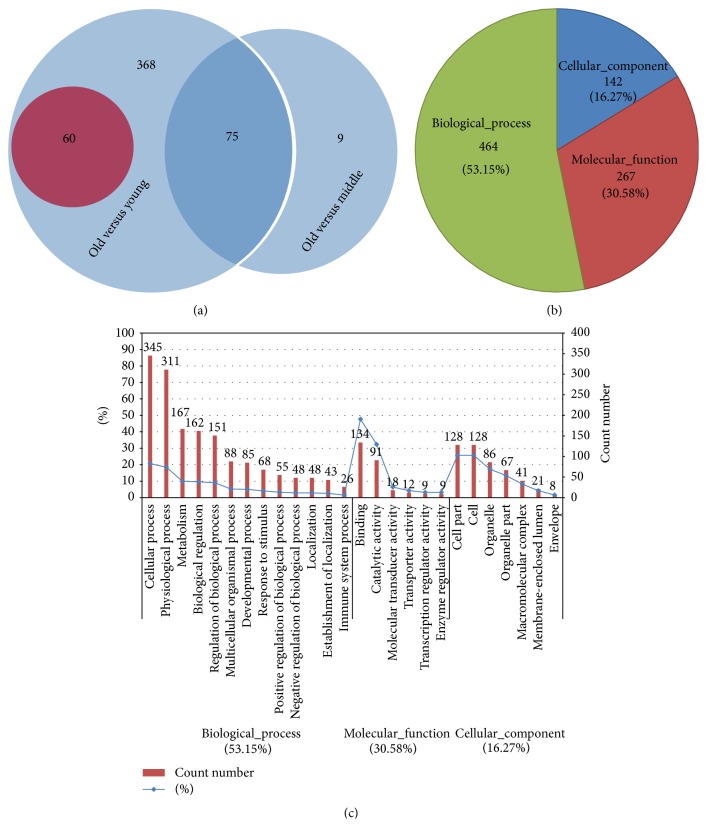
The age-related ovaries' differentially expressed genes and their GO term analysis. (a) Venn diagram of differentially expressed genes in different aged monkey ovaries. The circle with red and blue background indicates upregulated and downregulated genes, respectively. The number of differentially expressed genes was marked on the corresponding area. (b) Pie diagram of GO mapping of the total 512 differentially expressed genes found in the present study. The gene count numbers and their ratio were marked in the diagram. (c) The GO term analysis of the total 512 differentially expressed genes. The number over each column is the gene count number; the blue line shows the percent of each column item in the corresponding categories of biological process, molecular function, and cellular component.

**Figure 4:**
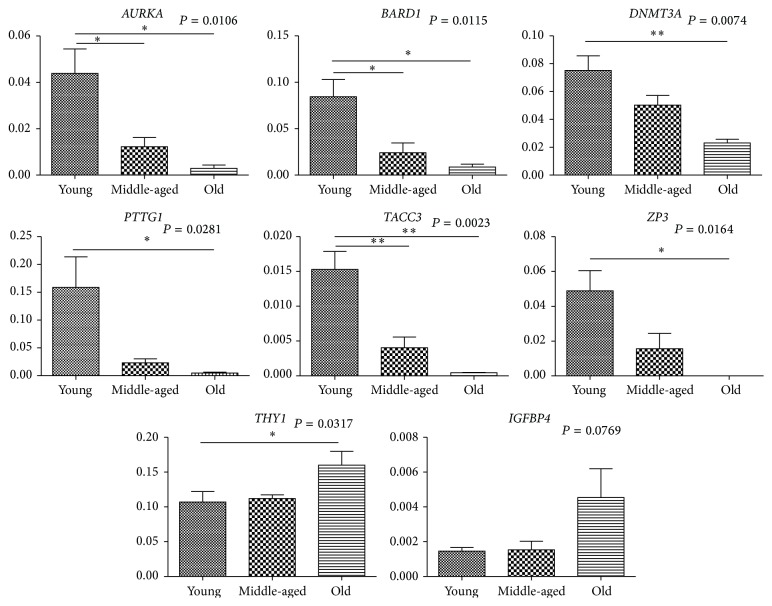
Validation of microarray results by qRT-PCR analysis of new RNA samples. ^*∗*^ *P* < 0.05; ^*∗∗*^ *P* < 0.01; *P* values are indicated for each gene.

**Figure 5:**
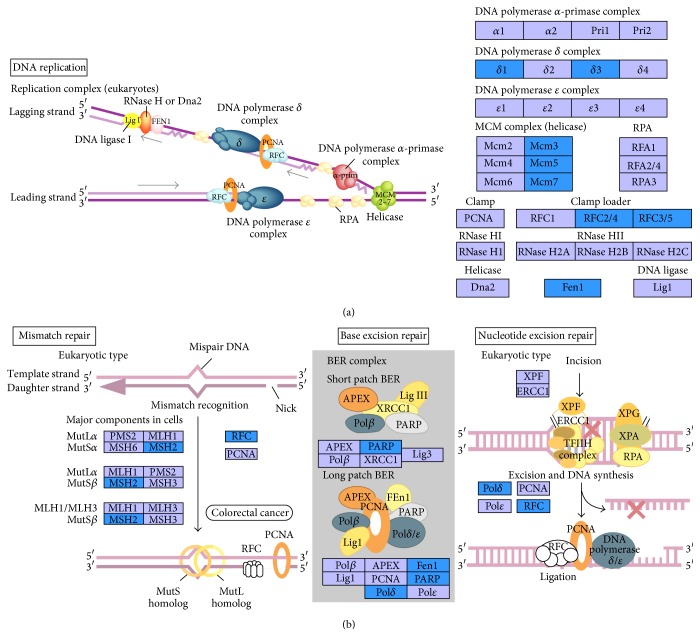
Differentially expressed genes involved in DNA replication pathway (a) and DNA repair pathway (b). Blue boxes backgrounds indicate genes differentially downregulated in old* M. mulatta* ovaries.

**Figure 6:**
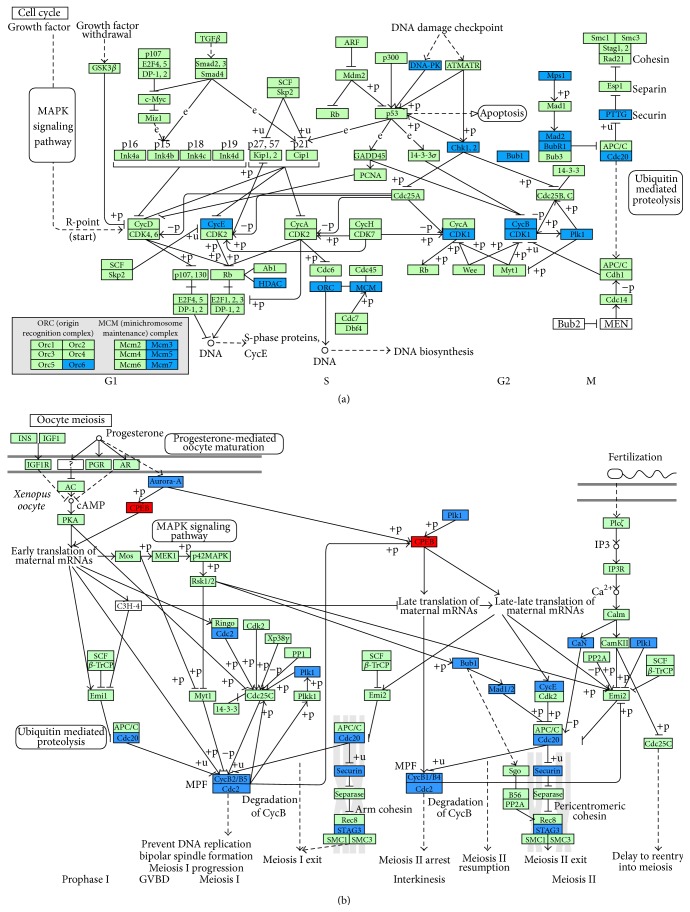
Differentially expressed genes involved in cell cycle (a) and oocyte meiosis (b) pathways. Blue backgrounds indicate genes differentially downregulated and red indicate genes differentially upregulated in old* M. mulatta* ovaries.

**Table 1:** Primers used for qRT-PCR.

RefSeq transcript ID	Gene symbol	Sequence (5′ to 3′)	Amplicon size (bp)
XM_001096328	*MRAP*	S: GCTGCTCCTCTTCCTCATCC A: TCAGTTCTGCTCCCTGGCTC	204

XM_001104871	*MMP9*	S: AGTCCACCCTTGTGCTCTTC A: CTGCCACCCGAGTGTAAC	103

NM_001042638	*THY1*	S: CCTGACCCGTGAGACAAAG A: GGTGAAGGCGGATAAGTAGAG	127

XM_001109859	*LOC717872*	S: GTGAACGGTCGCCTGTATC A: AAAACTGGGGTCCTTGAGC	241

XM_001097914	*IGFBP4*	S: AATTCGAGACCGGAGCAC A: GGATGGGAATGATGTAGAGGT	170

XM_001103253	*NASP*	S: GGGCTTGGCTTATGGGT A: ATCTCGGGTAGCAGTTCCTT	177

XM_001085259	*PTTG1*	S: GCTTTGGGAACCGTCAAC A: TTCTGGATAGGCATCGTCTG	153

XR_011039	*AURKA*	S: TCTGTGGCACCCTGGACTA A: AGGAGGCTTCCCAACTAAAA	119

XM_001085850	*BCL2L10*	S: GTGACAGCCTGGTGGAAGA A: AAGCCTGGATCAGCAGTTTT	220

XM_001084147	*BARD1*	S: GAAAGCCCAAGCCAGACA A: ACTTTGCCCTGCCGAAC	151

XM_001101192	*TACC3*	S: ATGTGCCACCCAAGAACG A: AGCCAAAGGAGCCTCAAGT	122

XM_001095416	*THBD*	S: TGTGAGCACTTCTGCGTTCC A: CCAGGTCGTAGCCAGGTTT	199

XM_001083479	*DNMT3A*	S: GGTTTACCCACCTGTCCCA A: CACCTGAATGCCCAAGTCC	109

XM_001114760	*ZP3*	S: GCACTCCAAGCCATTCCA A: GGCCCACTGCTCTACTTCATA	158

XR_010378	*LOC703074*	S: GAACTCTTCAAGCGTGTCTCA A: CCAGGTCGTTCATGTTGCT	130

XM_001087511	*WASF1*	S: CTTTCTGCCTTGCCATTTAG A: AGGTGGGTATCGGTTTCG	133

XR_011694	*LOC707199*	S: GACCTGAAGGACCCGTTTG A: CAGGAGGAAGTTGTGGGAGAT	132

XM_001106702	*MCM3*	S: AAGATGGGGATTCATACGACC A: GCCTTCAACCTGGATTCACT	139

XM_001098017	*IGF2BP3*	S: ATCTGAACGCCTTGGGTC A: TTGCTCAAACTGCGGGTA	101

XM_001105684	*XRCC6*	S: GCGAGCACTCAGCAGGTTA A: GTCTTGGTTTTCACTGGTTCAT	141

XM_001094077	*HELLS*	S: ACTTCCTAACTGGATGGCTGAG A: GCTGTAACGCATTTCGGTCT	188

XM_001095697	*CDK1*	S: CCTAGCATCCCACGTCAAA A: ATGATTCAGTGCCATTTTGC	109

XM_001093457	*FGF14*	S: CCAAGATCCCCAGCTCAA A: TGGCAACAACACGCAGTC	158

XM_001104061	*UBE2C*	S: TATGCCTGGACATCCTGAAG A: GGGACTATCAATGTTGGGTTC	104

XM_001093770	*THBS1*	S: GCCAGGGCGTCGAATAT A: TGCCATTGCCAGCGTAG	168

NM_001033084.1	*ACTB*	S: GCCCTGAGGCTCTCTTCCA A: CGGATGTCCACGTCACACTT	100

*ACTB* served as internal control. S: sense; A: antisense.

**Table 2:** Comparison analysis of follicles numbers in different aged monkey ovaries.

Groups	Number of ovaries counted	Number of sections counted per ovary	Number of healthy follicles per ovary per animal (mean ± SEM)	Number of atretic follicles per ovary per animal (mean ± SEM)^*∗*^	Total follicles per ovary per animal (mean ± SEM)
Young	3	31	22097 ± 1243.0^A^	400.7 ± 21.4^A^	22498 ± 1264.0^A^
Middle-aged	3	33	12581 ± 512.7^B^	534.7 ± 39.1^B^	13115 ± 499.4^B^
Old	3	20	7.3 ± 2.3^C^	2.7 ± 1.1^C^	10.0 ± 1.3^C^

^*∗*^Atretic follicles with no obvious oocytes were not counted. A, B, and C in each column indicate significant differences among groups (*P* < 0.001).

**Table 3:** qRT-PCR validation of microarray data by using the data-generated RNA samples.

Gene symbol	Microarray ratio		qRT-PCR ratio				
	O versus M	O versus Y	O versus M	*t*-test (*P* value)	O versus Y	*t*-test (*P* value)	RefSeq transcript ID
Upregulated genes							
*MRAP*	—	22.8616	19.1597	0.030^*∗*^	45.2548	0.027^*∗*^	XM_001096328
*MMP9*	—	5.2734	14.4765	0.815	4.2191	0.002^*∗∗*^	XM_001104871
*THY1*	—	2.8757	1.3062	0.273	1.6950	0.098	NM_001042638
*LOC717872*	—	7.0041	1.3145	0.054	3.3168	0.073	XM_001109859
*IGFBP4*	—	2.2457	0.8946	0.417	1.4958	0.403	XM_001097914
Downregulated genes							
*NASP*	0.4166	0.3654	0.2207	0.0001^*∗∗*^	0.2588	0.0001^*∗∗*^	XM_001103253
*PTTG1*	0.2017	0.1803	0.2505	0.045^*∗*^	0.2811	0.002^*∗∗*^	XM_001085022
*AURKA*	0.3774	0.2893	0.3221	0.043^*∗*^	0.1231	0.002^*∗∗*^	XR_011039
*BCL2L10*	0.0369	0.0279	0.0000	0.001^*∗∗*^	0.0000	0.032^*∗*^	XM_001085850
*BARD1*	0.3524	0.2966	0.5953	0.193	0.2293	0.015^*∗*^	XM_001084147
*TACC3*	0.1866	0.1238	0.1756	0.004^*∗∗*^	0.0884	0.004^*∗∗*^	XM_001101192
*THBD*	0.4251	0.4500	3.5801	0.160	3.8106	0.845	XM_001095416
*DNMT3A*	0.3844	0.3167	0.1805	0.0004^*∗∗*^	0.0634	0.0001^*∗∗*^	XM_001083234
*ZP3*	0.0804	0.0347	0.0005	0.020^*∗*^	0.0003	0.0002^*∗∗*^	XM_001114760
*LOC703074*	0.0294	0.0265	0.0010	0.001^*∗∗*^	0.0012	0.001^*∗∗*^	XR_010378
*WASF1*	0.2458	0.2101	0.3482	0.0001^*∗∗*^	0.1213	0.0001^*∗∗*^	XM_001087511
*LOC707199*	0.4462	0.3053	0.7749	0.435	0.2752	0.041^*∗*^	XR_011694
*MCM3*	0.2856	0.212	0.3024	0.0001^*∗∗*^	0.0734	0.002^*∗∗*^	XM_001106702
*IGF2BP3*	0.1042	0.0617	0.2369	0.092	0.0993	0.024^*∗*^	XM_001098017
*FGF14*	0.1707	0.1074	0.2601	0.005^*∗∗*^	0.0696	0.002^*∗∗*^	XM_001093457
*XRCC6*	—	0.4987	0.8063	0.855	0.5597	0.146	XM_001105684
*HELLS*	—	0.2874	0.227	0.0001^*∗∗*^	0.1330	0.0005^*∗∗*^	XM_001094077
*CDK1*	—	0.0942	0.1716	0.0001^*∗∗*^	0.1137	0.0005^*∗∗*^	XM_001095697
*UBE2C*	—	0.1019	0.3849	0.016^*∗*^	0.1806	0.001^*∗∗*^	XM_001104061
*THBS1*	0.3518	—	0.3748	0.001^*∗∗*^	0.1309	0.069	XM_001093770

O: old group; M: middle-aged group; Y: young group; —: no significant difference in gene expression; ^*∗*^ *P* < 0.05; ^*∗∗*^ *P* < 0.01.

**Table 4:** KEGG pathway analysis with the orthologs genes conserved between human and *M. mulatta*.

KEGG pathway	Genes
Cell cycle	*CCNE1, CHEK1, BUB1, HDAC2, TTK, CCNB1, PTTG1, CDC20, CDK1, BUB1B, MCM5, ORC6L, MCM3, MCM7, MAD2L1, PLK1, *and *CCNB2*

Oocyte meiosis	*CDK1, CCNE1, PPP3CB, BUB1, CCNB1, PTTG1, MAD2L1, PLK1, STAG3, CDC20, CCNB2, *and *AURKA*

Progesterone-mediated oocyte maturation	*CDK1, HSPCA, BUB1, CCNB1, MAD2L1, PLK1, *and *CCNB2*

p53 signaling pathway	*CDK1, CCNE1, CHEK1, CCNB1, CCNB2, *and *BID*

DNA replication	*RFC3, MCM5, RFC4, POLD1, POLD3, FEN1, MCM3, *and *MCM7*

Mismatch repair	*RFC3, RFC4, POLD1, POLD3, *and *MSH2*

Nucleotide excision repair	*RFC3, RFC4, POLD1, *and *POLD3*

**Table 5:** Analysis of differentially expressed orthologs genes with popular mechanisms of aging.

Mechanisms	Genes involved
Mitochondrion	*ALDH18A1, ALDOC* ^*∗*^ *, ARG2, BCL2L10, BID, CAPRIN2, CYP11A1* ^*∗*^ * DSP, FAM136A, FEN1, GATM, ILF3, LACTB2* ^*∗*^ * MTIF3, NADKD1* ^*∗*^ *, P4HA1, PPP3CB, RARS2, SHMT1, TOMM34, TPP1* ^*∗*^, and *USP30 *

Oxidation reduction and electron transport	*ALDH18A1, AOX1* ^*∗*^ *, CYP11A1* ^*∗*^ *, FADS1* ^*∗*^ *, HSD17B1, KDM1A, LDHAL6A, NARF, NELL1, P4HA1, *and *RETSAT* ^*∗*^

Apoptosis	*ALDOC* ^*∗*^ *, ARHGEF7, AVEN, BARD1, BCL2L10, BCLAF1, BID, BRCA1, BUB1B, CASP2, CDK1, CSE1L, DEDD, F2, GAL, HELLS, KRT8, MAEL, MMP9* ^*∗*^ *, MSH2, NELL1, NPM1, SOX4, TIA1, TUBB, *and *TUBB2C*

Immune system	*AOX1* ^*∗*^ *, BCL11A, CCNB2, CHD7, CHIT1* ^*∗*^ *, CLEC1A* ^*∗*^ *, F2, GAL, GLMN, IGFBP4* ^*∗*^ *, IGHE, IL1R1* ^*∗*^ *, ILF2, JARID2, MASP1* ^*∗*^ *, MMP9* ^*∗*^ *, MSH2, OPRK1, PPP3CB, SOX4, TACC3, TCF3, THY1* ^*∗*^ *, TUBB, TUBB2C,* and* XRCC6*

DNA replication and repair	*ASF1A, BARD1, BRCA1, CCNO, CHAF1A, CHEK1, DKC1, DTL, FANCE, FANCI, FEN1, GINS2, HMGA1, MCM10, MCM3, MCM5, MCM7, MORF4L1, MSH2, NASP, NEIL3, ORC6L, PAPD7, PARP1, POLD1, POLD3, PTTG1, RAD50, RAD51, RAD51C, RBM4, RFC3, RFC4, RMI2, RUVBL2, SFPQ, SSRP1, TDP1, TRIP13, TYMS, *and *XRCC6*

Methylation	*DHX9, DNMT3A, DNMT3B, FBL, FUS, HELLS, HMGA1, HNRNPD, HNRNPK, HNRNPU, HNRPDL, ILF3, MAEL, PABPC4, PRMT5, PRMT7, RAP1A* ^*∗*^ *, RASL10A, RHOQ* ^*∗*^ *, RRAS2, SFPQ, SRSF1, SUV39H2, TDRD1, TGS1, THOC4, TUBA1B, *and *TUBB*

Reproduction	*AMH, BCL2L10, CCNB1, CCNE1, CELSR2, CEP57, CHD7, CHEK1, DAZAP1, DEDD, DNMT3A, FIGLA, HIST1H1A, HSF2BP, LHX8, MAEL, MBD2, MSH2, NLRP14, NPM2, OOEP, PPAP2B* ^*∗*^ *, PRMT7, PTTG1, RAD51C, RPL39L, STRBP, TDRD1, TRIP13, ZP2, ZP3, *and *ZP4*

Aging	*NPM1, ENG* ^*∗*^ *, MSH2, FADS1* ^*∗*^, and *ALDOC* ^*∗*^

Telomere	*DKC1, PARP1, XRCC6, *and *RAD50*

^*∗*^Orthologs genes upregulated in old monkey ovaries.

**Table 6:** Results of functional annotation of orthologs genes upregulated in old monkey ovary compared to young monkey ovary.

Category	Term	Genes
Regulation of cellular process	Negative regulation of catalytic activity/negative regulation of molecular function	*PKIG, CAST, ENG, APOC1, *and *THY1*
	Negative regulation of cellular component organization	*RHOQ, APOC1, *and *THY1*
	Negative regulation of nitrogen compound metabolic process/negative regulation of cellular biosynthetic process/negative regulation of biosynthetic process	*PKIG, ENG, PBXIP1, APOC1, *and *CCDC85B*

Aging	Aging	*ENG*, *FADS1*, and *ALDOC*

Defense response	Response to wounding	*IGFBP4*, *AOX1*, *ENG*, *TFPI*, and *MASP1*
	Defense response	*CLEC1A*, *IGFBP4*, *AOX*1, *IL1R1*, and *MASP1*
	Response to endogenous stimulus	*CYP11A1*, *RHOQ, FADS1, *and *ALDOC*

Oxidation reduction	Oxidation reduction/fat-soluble vitamin metabolic process/unsaturated fatty acid biosynthetic process	*CYP11A1*, *AOX1*, *RETSAT*, *FADS1*, and *FADS2*

Cell growth	Regulation of cell growth	*IGFBP4,WISP2*, and *CCDC85B*

KEGG_PATHWAY	Leukocyte transendothelial migration	*MMP9*, *RAP1A*, *MYL9*, and *THY1*
	Biosynthesis of unsaturated fatty acids	*FADS1*, *FADS2*

Functional categories of genes were assembled from annotation and PubMed.

**Table 7:** Results of functional annotation of orthologs genes downregulated in old monkey ovary compared to young and middle-aged monkey ovary.

Category	Term	Genes
Cell cycle	Cell cycle/mitosis/mitotic cell cycle/nuclear division/cell division/organelle fission	*BARD1*, *RAD51*, *CDCA2*, *BUB1*, *TTK*, *CCNB1*, *PTTG1*, *KIF15*, *SUV39H2*, *NCAPH*, *NCAPG*, *MCM3*, *TACC3*, *OIP5*, *CCNB2*, and *AURKA*

Cellular macromolecules	Macromolecular complex assembly/macromolecular complex subunit organization/protein complex biogenesis/assembly	*TGS1, RAD51, TUBB2C, DNAAF2, ASF1A, OOEP, HIST1H1D, *and *ENSG00000112290*

Reproduction	Sexual reproduction/reproductive cellular process/gamete generation/oocyte development/fertilization	*FIGLA*, *ZP3*, *BCL2L10*, *CCNB1*, *OOEP*, *DNMT3A*, *PTTG1*, *ZP2*, and *AMH*

Chromatin	Chromosome organization/chromatin assembly or disassembly/chromatin organization	*SUV39H2*, *NCAPH*, *WHSC1*, *NCAPG,ASF1A*, *DNMT3A*, *PTTG1*, *HIST1H1D*, and *DNMT3B*

Regulation of cellular process	Positive regulation of macromolecule metabolic process/positive regulation of nitrogen compound metabolic process	*BARD1, RAD51, TESC, ASF1A, TTK, *and *CCNB1*
	Regulation of transcription	*FUBP1, OTX2, FIGLA, TGS1, MLF1IP, TESC, ASF1A, ZNF77, SUV39H2, HNRNPD, ELAVL2, DNMT3A, *and *MCM3*
	Regulation of apoptosis or cell death	*BARD1, TUBB2C, *and *BCL2L10*

DNA	DNA metabolic process	*RMI2*, *BARD1*, *RAD51*, *GINS2*, *ASF1A*, *DNMT3A*, *MCM3*, and *PTTG1*
	DNA repair/response to DNA damage stimulus	*BARD1, RAD51, ASF1A, *and *PTTG1*

RNA	RNA splicing/mRNA processing/mRNA metabolic process	*SRSF2*, *TGS1*, *HNRNPD*, *HNRNPA1L2*, and *ENSG00000135486*

Methylation	Biopolymer methylation/methylation	*SUV39H2*, *TGS1*, *DNMT3A*, and *DNMT3B*

KEGG_PATHWAY	Cell cycle	*BUB1*, *TTK*, *CCNB1*, *MCM3*, *PTTG1*, and *CCNB2*
	Oocyte meiosis	*BUB1*, *CCNB1*, *PTTG1*, *CCNB2*, and *AURKA*
	Progesterone-mediated oocyte maturation	*BUB1*, *CCNB1*, and *CCNB2*
	Spliceosome	*SRSF2*, *HNRNPA1L2, *and *ENSG00000135486*

Functional categories of genes were assembled from annotation and PubMed.

# Supplementary material for: Age-Specific Gene Expression Profiles of Rhesus Monkey Ovaries Detected by Microarray Analysis
**Source:** Biomed Res Int. 2015 Sep 2;2015:625192. doi: 10.1155/2015/625192
**Supplement:** Supplementary file 1 — In the Supplementary Material, Table S1 shows the genes differentially expressed in ovaries of old rhesus monkeys versus that of young and middle-aged monkeys. Table S2 shows the GO terms of genes differentially expressed in old versus young and middle-aged monkey ovaries analyzed by MAS3.0 online software. Table S3 shows the KEGG pathways of genes differentially expressed in old monkey ovaries as a function of age, analyzed by MAS3.0 online software. Table S4 shows the human-M mulatta orthologous genes retrieved by Bio-Mart online software.

Supplemental Table S1. Genes differentially expressed in ovary of old rhesus monkeys vs. young and middle-age monkeys

[illegible]

\*Q-value, false discovery rate-adjusted p-value; red, upregulated; green, downregulated; +, significant difference (p<0.05); -, nonsignificant difference. Genes highlighted in yellow were functionally obscure in *M. mulatta*.

**Supplemental Table S2. GO terms of genes differentially expressed in old vs. young and middle-aged monkey ovaries**

**Biological process**

## Cellular component

### Molecular function

\*Q-value, false discovery  
rate-adjusted p-value.

**Supplemental Table S3. KEGG pathways of genes differentially expressed in rhesus monkey ovary as a function of age**

\*Q-value, false discovery rate-adjusted p-value.

**Supplemental Table S4. Human-*M. mulatta* orthologous genes**

\*dN, the ratio of Nonsynonymous substitutions per non-synonymous site; #dS, the ratio of synonymous substitutions per synonymous site; Red, upregulated in old ovaries; Green, downregulated in old ovaries. Co-down indicates the genes downregulated in old monkey ovaries compare to young and middle-aged monkey ovaries.

How the deposited data were processed for this re-analysis (not part of the article)

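The data are 9 one-colour Affymetrix rhesus macaque arrays of ovarian RNA, 3 each from young, middle-aged and old monkeys, with 1 monkey per array. According to the sample labels, the authors made the intensity values with RMA (version not stated), and as deposited they are 1 intensity per probe set on a linear scale. The column medians lie between 24.2 and 25.8 and no value is missing, which was checked on the values. The methods section of the paper instead describes a LuxScan scan with LOWESS normalization and dye reversal, which belong to 2-colour slides, so the route from scan to value rests on the labels. Detection calls, scanner files, batches and scan dates are not given, so signal over background could not be assessed per probe set.

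The file holds 52865 probe sets. The 99 control probe sets were left out of the tests, and the other 52766 were taken to log2 without further normalization. Gene symbols come from the array annotation, which gives 1 symbol to 24956 probe sets. Probe sets with several symbols or none were tested but not named. A gene is represented by its probe set with the highest mean over all 9 arrays. Former symbols were translated by a short table of aliases.

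Tests used limma (version 3.58.1) in R (version 4.3.3), with 1 mean per age group and empirical Bayes variances over all 9 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5, the fold minimum the paper states. The main text of the paper states no q limit, and a footnote of its Table S1 gives 0.05 as the limit of a significant difference. The comparisons were old with young, old with middle-aged, middle-aged with young, and old with the other 6 arrays. SAM was written in R and run over 20 labelings at a q limit of 5 percent. Distances between arrays were 1 minus the Pearson correlation of centred log2 values, tested over all 84 choices of 3 arrays.

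For cell types, pathways and technical signals, 42 gene lists were written from general knowledge after reading the paper. They were tested with camera at an inter-gene correlation of 0.01, with camera at a correlation estimated for each list, and with fry, adjusted over the 42 lists. No list test was run on lists taken from Tables 3 to 7, since the study chose these genes on the same arrays. The table genes without a symbol in the annotation were left out, as was Table S1, of which only part was at hand. A gene that the paper names, and the list of its pathway, are not reported here.

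Genes are named by a rule written before the values were opened: every gene in sections 3.2 to 3.4 or Tables 3 to 7 of the paper, whose printed values had been seen, ACTB, per comparison the 10 genes with the largest rise and the 10 with the largest fall among those called without overlap between groups, and per list up to 4 members with the smallest p in the direction of its median and up to 2 against it. A gene outside this rule is marked as chosen after its values were seen.

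The methods were tested on simulated data of the same size. For old against young, limma recovered 48% of probe sets changed 2-fold, 86% changed 4-fold and 100% changed 32-fold and called 10 unchanged probe sets. SAM recovered 6% changed 4-fold and 66% changed 32-fold and called none unchanged. Both list tests recovered the shifted list and called none of the others. On the real arrays, camera also called lists when the arrays were split otherwise than by age group. The highest such counts were 21 for old versus young, 15 for old versus middle-aged and 19 for middle-aged versus young. The real splits gave 28, 26 and 13. The simulation therefore does not show how often camera calls lists falsely on these arrays.

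Alternatives tried were centring or quantile normalization of the arrays, brighter probe sets alone, other variance settings, array weights, no fold minimum, 1 probe set per gene or their average, a fit of the compared groups alone, SAM, a block for the replicate number, folds from linear means, lists without the study's genes, and leaving out each array in turn. Where an array was left out, the spread was pooled over all groups. Leaving out the 3 arrays numbered 3 together was added after seeing the data. A result counts as reversed when a called direction changes sign, and a count as unchanged when it stays within 1.5 times.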

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

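The rule that singled out the gene lists below, and the tests of each explanation in this part, were chosen only after the results were seen.

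Old 3 differed from the other 8 arrays in fat-cell genes: 5 of 12 measured adipocyte genes (FABP4, CIDEA, THRSP, CFD and GPD1) were 2-fold or more above each other array, with a median excess of 3.21 on the log2 scale. FABP4, a fatty acid carrier, read 11079 there against at most 364 elsewhere. In young 3, 4 of 18 measured genes of oviduct and rete epithelium (EHF, EPCAM, PAX8 and TEKT1) stood out in the same way, with a median excess of 2.31, and EHF, an epithelial transcription factor, read 1642 against at most 16.8.

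A swap of the labels of old 3 and young 3 is argued against by the oocyte genes, whose median was higher in young 3 by 2.79. Fat tissue in the piece of old 3 may explain the first signal and stays open. Over all 12 genes the median excess was 0.14. Of these genes, 6 were highest in old 3, against 1.33 by chance, and 2 were at least 2-fold below another array. ADIPOQ, an abundant fat-cell product, read 422 in old 3 and from 297 to 561 elsewhere. It set no array apart, so it cannot decide for or against fat tissue. Oviduct or rete epithelium in young 3 may explain the second and stays open too: over all 18 genes the median excess was 0.0891, with 10 highest in young 3. A difference between these animals stays open and was not tested.

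Old 1 differed in other genes: 4 of 25 measured granulosa cell genes (TNFAIP6, CYP19A1, INHBA and INHA) were 2-fold or more above each other array, with a median excess of 2.84, as were 5 of 41 secretory genes of senescence (AREG, ANGPTL4, CDKN2A, TIMP1 and PLAU), with a median excess of 2.06. These are medians of the genes that stood out: over all 25 and all 41 genes the median in old 1, relative to each gene's mean over the 9 arrays, was -0.06 and 0.19. CDKN2A is on the senescence list but is an inhibitor of the cyclin D kinases and not a secreted product. CYP19A1, the enzyme that makes estrogen, read 1389 against at most 128, and AREG, an EGF-like growth factor, 2677 against at most 113. Over the genome, 387 genes were 2-fold or more above each other array in old 1, against 111 in young 3 and 78 in old 3.

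A young or middle-aged ovary under the label of old 1 is argued against by the oocyte genes, whose median lay below the lowest of those 6 arrays (difference -1.43). RNA degradation is argued against by the GAPDH control, whose 3-prime minus 5-prime difference was below the median of the other 8 arrays (difference -0.38). Luteal or other steroid-making cells may be the source and stay open: over 14 genes of such cells the median excess was -0.39, with 6 highest in old 1 and 3 at least 2-fold below another array. STAR read 21679 in old 1, 12233 in old 2 and 3448 in old 3. A difference between animals was not tested.

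Genes of cholesterol synthesis and uptake, which the paper does not discuss, had a median log2 fold change of 1.19 between old and young ovaries, with 17 of 18 measured members positive (adjusted p = 2.41e-08, adjusted p = 0.306 with an estimated correlation, both from limma's camera, and adjusted p = 0.0533 from fry). No member was called by itself (12 higher when adjusted over the list alone). The list's median was 1.25 in old 1 and 1.50 in old 2 but -0.14 in old 3, relative to the mean of all arrays, and that of genes of steroid-making cells was 0.76, 0.61 and -0.18 in the same arrays.

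The fall of DNA replication genes in old ovaries was also weighed. Normalization between the arrays stays open. After quantile normalization the median log2 fold change was -0.64 (adjusted p = 5.12e-06 from limma's camera), against -0.68 without it (adjusted p = 0.306 with an estimated correlation, from limma's camera). The array medians already lay between 24.2 and 25.8 before this step. It could change little, so it cannot decide on this explanation. Fewer granulosa cells of growing follicles may explain the fall of the replication genes and stay open. Over the 6 young and middle-aged arrays the replication list followed granulosa cell genes with a Pearson r of 0.718 (exact permutation p = 0.1, adjusted p = 0.2 over 2 relations). The Spearman correlation was 0.714 (exact permutation p = 0.136), and r was 0.763 without the 2 farthest arrays. These correlations were not taken from the list medians given next. The old arrays went both ways. The granulosa median was lowest in old 3 (-0.57). In old 1 and old 2 (-0.06 and -0.14) it lay above young 3 and middle-aged 3 (-0.27 and -0.36). The replication median was nevertheless lower in old 1 and old 2 (-0.33 and -0.29) than in young 3 and middle-aged 3 (0.16 and -0.09). Loss of oocytes as the cause stays open as well, with a Pearson r of 0.199 (exact permutation p = 0.704, adjusted p = 0.704) and a Spearman correlation of 0.0857 (exact permutation p = 0.919), with r = 0.314 without the 2 farthest. The paper counted far fewer follicles in old ovaries than in young or middle-aged ones, and saw no antral follicles there. The correlations with granulosa cell and oocyte genes leave the old arrays out, so they cannot show what this loss does to the replication genes. Age itself stays open and cannot be parted from cell composition in whole tissue.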

How the results depend on the processing

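Leaving out the 3 arrays numbered 3 together was chosen only after the data were seen, and the other alternatives were set before the data were examined.

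The probe sets called were 82 for old versus young, 18 for old versus middle-aged, 1 for middle-aged versus young, 18 in both old comparisons and 133 for old versus the other 6 arrays. With SAM these became 350, 48, 0 and 44 in the first 4, with 69 of the 82 and all 18 of the 18 called by both methods. With only the 2 groups compared fitted, they were 27 for old versus young, 5 for old versus middle-aged and 3 in both. With a block for the replicate number they were 229, 28, 28 in both and 307 for old versus the other 6. After group means were removed, the arrays numbered 3 correlated with r from 0.25 to 0.41, those numbered 1 from 0.10 to 0.27 and those numbered 2 from -0.02 to 0.06, and 4 of 9 arrays resembled their own number most, so the numbers were not taken as pairs. The arrays numbered 3 also had the highest 3-prime minus 5-prime differences, from 2.23 to 2.40 for GAPDH against at most 2.12 in the other 6 and from 4.34 to 4.38 for actin against at most 4.33. With arrays centred on the same median, old versus middle-aged gave 9 and the shared count 9. With the probe sets of a gene averaged, where fewer features are tested, the values were 11, 0, 11 and 87 for old versus middle-aged, middle-aged versus young, both, and old versus the other 6, and with 1 probe set per gene middle-aged versus young gave 0. Old versus the other 6 gave 213 on brighter probe sets and 87 with array weights. Apart from the averaging, the cause was not tested.

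Without 1 array, old versus young ranged from 4 (without young 2) to 198 (without old 2), old versus middle-aged from 1 (without middle-aged 3) to 42 (without old 3), middle-aged versus young from 0 to 1, the shared count from 1 (without middle-aged 3) to 41 (without old 3), and old versus the other 6 from 35 (without young 1) to 254 (without old 2), with 73 (young 2), 39 (young 3), 85 (middle-aged 1), 53 (middle-aged 2), 73 (old 1) and 215 (old 3) between. Called in full and without any 1 array were 4 probe sets for old versus young, among them that of NLRP4 and the less bright of 2 probe sets of LOC703074, and 1 for old versus middle-aged, the same probe set of LOC703074. Without the 3 arrays numbered 3 the values were 2, 2, 0, 2 and 64, and the probe sets called in old versus young were then both higher. The cause was not tested.

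The grouping of the arrays, 0.289 for the old group, stayed past its threshold except without the arrays numbered 3 (0.423, exact permutation p = 0.0667, the smallest that 2 of 6 arrays allow), and ranged from 0.210 to 0.379 without 1 array. The median correlation within groups, 0.977, was 0.95 on brighter probe sets.

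Of the gene lists, 28, 26 and 13 were called for old versus young, old versus middle-aged and middle-aged versus young. With a correlation estimated for each list none was called in any comparison (0, 0 and 0), and fry called 12, 4 and 0. Without 1 array the counts ranged from 20 to 29, from 17 to 26 (17 without old 1) and from 8 to 18 (8 without young 2). Smooth muscle and pericyte genes, not called for old versus middle-aged, were called lower without old 3 (median -0.77) and without the arrays numbered 3 (median -0.59). With all arrays the median was negative too (-0.28), so these medians show no reversal. Only the sign of the test with all arrays, which did not pass, was the other way (adjusted p = 0.819 from limma's camera). Without 1 array the median of the smooth muscle and pericyte genes ranged from -0.77 to 0.18.

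Of the genes of Tables 3 to 7, 18 were called in the stated direction for old versus young and 5 for old versus middle-aged. These became 4 and 1 with only the 2 groups fitted, 50 and 14 with SAM, 33 for old versus young with the replicate block, 0 and 0 without the arrays numbered 3, and ranged from 0 to 23 and from 0 to 5 without 1 array. For old versus young these were 0 (young 2), 1 (young 3), 9 (middle-aged 1), 5 (middle-aged 2) and 9 (old 1), and for old versus middle-aged 0 (young 2, middle-aged 2 or middle-aged 3), 1 (young 3 or old 1) and 2 (middle-aged 1 or old 2). THBD, called lower for old versus young, had a log2 fold change of 0.19 with its 4 probe sets averaged, since these go both ways. For named genes called in old versus young, 330 of 532 alternative values kept the call, 201 lost it and 1 turned. A call lost there without a middle-aged array does not mean a smaller difference, since the log2 fold change stayed the same. The cause was not tested.

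The 3 arrays per group limit the precision, and without detection calls it is not known which low signals stand above background.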

Differences from the paper's values

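No test in this part was chosen after the results were seen, apart from the comparison with each probe set of a gene below, and the alternatives were set before the data were examined. Counts stand beside the paper's at its fold minimum, but the main text of the paper states no q limit, a footnote of its Table S1 gives 0.05 as the limit of a significant difference, and its counts are of genes and those here of probe sets.

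For old versus young the paper gives 503 genes (the paper's value), and limma called 82 probe sets. SAM, which the paper names, gave 350 probe sets, within 1.5 times, and the other alternatives did not come as close, but counted as named genes the same SAM run gave 1 higher and 210 lower, which is not within 1.5 times. Of these the paper gives 60 as higher (the paper's value) and limma 14. The replicate block gave 52 and the fit without old 3 gave 76, both within 1.5 times, and the other alternatives, SAM with 1 among them, did not. For old versus middle-aged the paper's value is 84 and the value here 18, and for genes in both old comparisons the paper's value is 75 and the value here 18, and no alternative came within 1.5 times of either (SAM 48 and 44). For either comparison the paper's value is 512 and the value here 82, and SAM alone, with 354 probe sets, came within 1.5 times.

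The paper's number of genes on the array is 35000 and the annotation here names 14132, and no alternative was set for this number.

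A ratio is taken to differ when one value is more than 1.5 times the other and they lie farther apart than the replicate SD here. Of 37 microarray ratios compared, 6 differed in this sense, and 26 lay within 0.01 of the paper's on the log2 scale. For AURKA the paper's values are 0.3774 (old versus middle-aged) and 0.2893 (old versus young), and those here 0.193 and 0.136. Averaging the gene's probe sets gave 0.411 and 0.325, which do not differ, and the other alternatives did. For BCL2L10 the paper's values are 0.0369 and 0.0279 and those here 0.0179 and 0.0144, and for CDK1 (old versus young) the paper's value is 0.0942 and the value here 0.252, and under no alternative did these come within range. The old mean of BCL2L10 lies below the first quartile of every array, so its ratios here are uncertain in size. For THBS1 (old versus middle-aged) the paper's value is 0.3518 and the value here 0.554. Without middle-aged 2 it was 0.490 and without old 3 0.503, which do not differ, and the other alternatives did. Each of the 37 ratios lies within 0.01 on the log2 scale of some probe set of its gene, which was looked up after seeing the values.

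The paper's tree, drawn over genes it reports as differing on these arrays, sets the old arrays apart from the rest. No tree was drawn over those genes here, and the tree of all probe sets put the 3 old arrays in a branch of 5 with young 3 and middle-aged 3. With the 1000 probe sets of largest SD, and with Euclidean distance and complete linkage, the 3 old arrays formed their own branch, and with Euclidean distance and average linkage old 1 alone split off.

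The paper finds no gene that differs between middle-aged and young ovaries. Here limma called 1 unnamed probe set and SAM 0. Of the table genes the paper lists as lower in old ovaries, 116 of 123 measured had negative log2 fold changes, and of those it lists as higher 20 of 21 had positive ones. Against the stated direction, and not called, were PPP3CB, HSP90AA1, RFC3, CSE1L, DAZAP1, MBD2 and ZP4 (log2 fold change 0.83 for ZP4) and CLEC1A (-0.50).

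Of the genes the paper reports as differing in old ovaries, THY1, HELLS and XRCC6 were called by neither limma nor SAM on their brightest probe set for old versus young, and BARD1 and IGF2BP3 were called by SAM and not by limma. Of the table genes measured, limma called 18 in the stated direction, SAM 50 and the replicate block 33.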

Other observations

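No test in this part was chosen after the results were seen, apart from the fits without the arrays numbered 3 and the look at single arrays in the last paragraph.

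Lists that belong to no statement of the paper were also tested between old and young ovaries. Genes of meiotic prophase and piRNA were lower as a list (median -0.32, adjusted p = 0.00686, adjusted p = 0.315 with an estimated correlation, both from limma's camera), as were ribosomal protein genes (median -0.20, adjusted p = 0.00895, adjusted p = 0.525 with an estimated correlation, both from limma's camera). Secretory genes of senescence (median 0.33, adjusted p = 0.00447, adjusted p = 0.309 with an estimated correlation, both from limma's camera), adrenal cortex genes (median 0.18, adjusted p = 0.00616, adjusted p = 0.19 with an estimated correlation, both from limma's camera), immediate early and stress genes (median 0.56, adjusted p = 0.0213, adjusted p = 0.46 with an estimated correlation, both from limma's camera) and B cell and plasma cell genes (median 0.19, adjusted p = 0.0282, adjusted p = 0.276 with an estimated correlation, both from limma's camera) were higher as lists, with no member called by itself. The meiotic call was lost without the genes of Tables 3 to 7 (adjusted p = 0.125 from limma). The ribosomal call was lost without old 1 (adjusted p = 0.445 from limma). The adrenal call was lost without the arrays numbered 3 (adjusted p = 0.0713 from limma). The stress gene call was lost without the arrays numbered 3 and without young 2, young 3 or old 1 (adjusted p from 0.0803 to 0.143 from limma). The B cell call was lost on brighter probe sets, without the arrays numbered 3 and without young 2, young 3 or old 3 (adjusted p from 0.0544 to 0.145 from limma).

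Red blood cell, neural and Schwann cell, oviduct and rete, and extracellular matrix genes did not pass (adjusted p = 0.0582, 0.357, 0.463 and 0.701 from limma's camera). Between middle-aged and young ovaries the extracellular matrix genes were higher as a list (median 0.36, adjusted p = 4.51e-07, adjusted p = 0.144 with an estimated correlation, both from limma's camera), and between old and middle-aged ovaries lower (median -0.32, adjusted p = 0.00171, adjusted p = 0.27 with an estimated correlation, both from limma's camera).

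Other splits of the arrays were counted for each comparison. For old versus the other 6 arrays, 1 of 84 choices of 3 arrays called as many probe sets as the real one, 133 against at most 64, so chance is excluded at 0.05. For probe sets called in both old comparisons, 2 of 100 splits drawn from 1680 gave as many, 18 in the real split and 60 in the highest other, which kept the 3 old arrays together and reshuffled the rest, so chance is excluded at 0.05 for the old group but not a structure among the other 6 arrays. The 10 splits of 3 against 3 are too few for a share under 0.05: the real and highest other counts were 82 and 0 for old versus young, 18 and 0 for old versus middle-aged, and 1 and 45 for middle-aged versus young, and for gene lists 28 and 21, 26 and 15, and 13 and 19. The split with 45 set young 1, middle-aged 1 and middle-aged 2 against young 2, young 3 and middle-aged 3, which points to a structure of the samples other than age group.

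Single ovaries carried single genes at high levels. GZMB, a protease of cytotoxic lymphocytes, read 13847 in old 1 and at most 276 elsewhere, and HP, haptoglobin, 1816 in old 3, 499 in old 1 and at most 34.2 elsewhere.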
